# Temporal Dynamics of Gene Expression During Metamorphosis in Two Distant *Drosophila S*pecies

**DOI:** 10.1093/gbe/evaf100

**Published:** 2025-05-27

**Authors:** Aleksandra M Ozerova, Dina A Kulikova, Mikhail B Evgen’ev, Mikhail S Gelfand

**Keywords:** metamorphosis, development, transcriptomics

## Abstract

Complete metamorphosis of holometabolous insects is a complex biological process characterized by profound morphological, physiological, and transcriptional changes. To reveal the temporal dynamics of gene expression during this critical developmental transition, we conducted a detailed analysis of the developmental transcriptomes of two Drosophila species, *Drosophila melanogaster* and *Drosophila virilis*. We confirmed partial recapitulation of the embryonic transcriptional program in pupae, but unlike the traditional hourglass model, suggesting maximal conservation at mid-embryonic stages, at different stages of pupae we observed a more complicated pattern of alternating low and high diversity, resembling an inverted hourglass, or “spindle”. This underscores the complexity of developmental processes during complete metamorphosis. Notably, recently formed genes (specific to insects) exhibit pronounced expression peaks during mid-pupal development, indicating their potential role in developmental transitions.

**Significance**

This study describes the transcriptomic dynamics of complete metamorphosis in holometabolous insects. By analyzing developmental transcriptomes of *Drosophila melanogaster* and *Drosophila virilis*, we characterize the spindle pattern of gene expression during pupal stages, contrasting with the classical hourglass model of embryogenesis. This alternating pattern of low and high transcriptional diversity highlights the unique complexity of the metamorphose processes.

## Introduction

Insects undergoing complete metamorphosis (holometabolous insects) represent around 60% of all animals (Mora et al. 2011), suggesting evolutionary success. Their intricate life cycle has been proposed to be a key contributing factor to this accomplishment. One of the adaptive benefits is the occupation of multiple niches which allows for switching between alternative resources (Ten Brink et al. 2019).

Upon hatching, larvae reach a considerable size within a short timeframe (Texada et al. 2020). Through successive molts, they experience rapid growth, eventually culminating in the stage of transformation, the pupa. Rather than resembling miniature adults, as seen in nymphs of hemimetabolous species, holometabolous insects undergo a radical change that endows them with the appearance of an entirely distinct organism. This process involves rebuilding of virtually all larval organs with those required for adult life.

Several mechanisms underlie the terminal differentiation of tissues and organ formation. One such mechanism is dedifferentiation, followed by redifferentiation into adult tissues, a distinguished example being restructuring of the insect longitudinal gut muscles. In the course of this process syncytial larval muscle cells dissociate into mononuclear cells before redifferentiating to form the adult muscles (Schultheis and Frasch 2023).

Unlike the musculature, the intestinal epithelium undergoes a complete renewal process during metamorphosis, representing another mechanism for rebuilding of the organs. Adult midgut precursors are maintained on the basal side of the larval midgut throughout the larval development and undergo rapid divisions only after formation of the puparium (Micchelli et al. 2011).

Another example of a complex process during metamorphosis is development of the adult brain. While larval neurons are retained, the peripheral and central nervous systems are significantly expanded through activation of numerous neurons that remained in the state of developmental arrest throughout larval growth (Truman 1990).

The intricate processes inherent in pupal development share a level of complexity comparable to embryogenesis, demanding precise orchestration of genes involved in the development of emerging adult organs and systems. Transcriptomic analyses across various insect orders revealed reactivation of the embryonic gene expression program at pupal stages (Ozerova and Gelfand 2022). While the developmental hourglass model has been traditionally applied in the context of embryogenesis, its potential extension to the metamorphic phase has not been considered so far. It is somewhat parallel to phenomena observed in plants, where the hourglass pattern emerges in transcriptomes at several crucial stages, such as germination and floral transition (Drost et al. 2017).

The developmental hourglass model postulates that mid-embryogenesis stages exhibit the highest level of conservation, while early and late stages are more diverged (Duboule 1994). These mid-embryogenesis stages, often referred to as the phylotypic period, play a crucial role in establishing the body plan of the future organism. The term “phylotypic” originates from the period's association with the maximum similarity observed among species within each animal phylum (Richardson 1995). This conservation is believed to stem from the network of interactions between genes and developmental processes, where any evolutionary modifications could prove to be deleterious due to potential side effects (Raff 2012). On average, genes that are expressed during the phylotypic stage tend to have a higher predicted age compared to genes expressed earlier and later in the course of development (as measured by the transcriptome age index in (Domazet-Lošo and Tautz 2010)). Another explanation is that the phylotypic period is essential for the precise coordination between growth and patterning (Duboule 1994).

The hourglass pattern in embryogenesis was observed on morphological and molecular levels across various groups of organisms, including mammals (based on the expression of human and mouse orthologous genes) (Hazkani-Covo et al. 2005), *Drosophila* spp*. (*Kalinka et al. 2010*)*, *Caenorhabditis* spp. *(*Levin et al. 2012*)*. Despite this evidence, the hourglass hypothesis remains a subject of controversy, with some studies challenging both the hourglass model and the existence of the phylotypic stage (Irie 2017). A recent study, analyzing gastrulation in rabbits and mice at the single-cell resolution, demonstrated clear differences in mid-phases between the two species (Mayshar et al. 2023). In this case, earlier and later developmental phases were more similar in terms of cell type composition as revealed by the single-cell transcriptome analysis. This observation supports a *spindle model*, which is a pattern characterized by low diversity at early stages, increasing in mid-development, and decreasing again at the later stages, i.e. an apparent inversion of the known hourglass pattern.

Here, we explore the developmental transcriptomes of two distant cosmopolitan species *Drosophila melanogaster* and *Drosophila virilis*, aiming to characterize the dynamics and conservation of gene expression throughout metamorphosis. The divergence of 63 million years between the species (Tamura et al. 2004) enables quantitative comparisons across orthologous genes. While transcriptomes have been extensively studied and compared in embryogenesis (Kalinka et al. 2010), gene expression divergence during metamorphosis remains largely unexplored, and it is not clear what model of developmental divergence, if any, applies to this process.

## Results

### Reproducibility and Preprocessing of RNA Sequencing Data

To investigate the dynamics of gene expression during development, we performed RNA sequencing (RNA-seq) experiments on the developmental time course of *Drosophila melanogaster* and *Drosophila virilis*. 

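Poly(A) RNA of whole animals was sequenced at 10 stages of each species, namely embryos, larvae, 7 pupal stages (P1 to P5, mid pupae and late pupae) and adult males aged 5 d. Each stage had 3 biological replicates, so that each species had 30 libraries and the dataset 60. Embryos were aged 10 h in *D. melanogaster* and 15 h in *D. virilis*. Mid pupae were aged 24 h in *D. melanogaster* and 36 h in *D. virilis*, and late pupae 48 h and 72 h. All *D. virilis* larvae were of the 2nd instar. The *D. melanogaster* larvae were of the 1st, 2nd and 3rd instar, with 1 library per instar, and these 3 libraries stood in for the replicates of the larval stage. The authors filtered the paired-end reads with fastp, estimated the abundance of transcripts by pseudomapping with Kallisto, summed the estimates for each gene and deposited the values after the variance stabilizing transformation of DESeq2. The deposited values are on a log2 scale and approach the log2 of the normalized count for highly expressed genes. A count of 0 had a value of 4.09 in *D. melanogaster* and of 3.09 in *D. virilis*, because each species was transformed on its own, and levels were therefore not compared between the species. The comparisons between stages used 29 libraries of *D. melanogaster*, without the 2nd instar larvae, which the methods leave out at one place and average with the other instars at another, and 28 libraries of *D. virilis*, without replicate 3 of P3 and of P4. Similarities were Spearman correlation coefficients, and stages were compared for each gene by linear models in limma with Benjamini-Hochberg adjustment.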

A comprehensive analysis was conducted across ten distinct developmental stages in each species, including the embryonic phylotypic stage (Kalinka et al. 2010), larvae, seven stages spanning pre-pupae and pupae development, and the adult (imago) stage. Each developmental stage was sampled in three biological replicates to capture the inherent variability in gene expression.

Whole body samples rather than specific tissues were analyzed to maintain consistent sampling conditions across all developmental stages, as specific tissues do not persist throughout each stage. This approach captured overall gene expression dynamics reflecting the developmental program as a whole. While tissue-specific expression differences could provide additional insights, a whole-organism approach allowed us to maintain comparability across stages, facilitating the identification of broader developmental patterns. On the other hand, focusing on whole bodies may overshadow more subtle differences in expression that could be observed at the tissue or cell type level.

RNA-seq generated ∼2 to 2.5 million reads per sample for both *D. melanogaster* and *D. virilis*. After quality filtering, around 1 million reads remained, with a similar number successfully mapping to the reference genomes. However, uniquely mapped reads differed between species, with *D. melanogaster* having ∼0.3 million uniquely mapped reads and *D. virilis*, around 0.6 million reads. 

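The transformation could be inverted, with the smallest step taken as 1 count. Within a small tolerance, the resulting values were whole numbers for 100% of the low counts checked in every library. Zeros and higher counts were not part of this check, and all counts were rounded. Total counts per library, given here in M (mega), lay between 7.35 M and 13.4 M in *D. melanogaster*, with a median of 9.13 M over the 30 libraries. In *D. virilis* they lay between 2.11 M and 11.3 M, with a median of 8.64 M. In *D. melanogaster* the median of the 3 libraries was 9.88 M in embryos (8.83 M to 11.5 M), 8.85 M in larvae (7.84 M to 13.4 M), 9.14 M at P1 (7.35 M to 9.18 M), 8.84 M at P2 (8.27 M to 9.88 M), 8.49 M at P3 (7.89 M to 9.89 M), 9.42 M at P4 (9.11 M to 10.1 M), 7.77 M at P5 (7.52 M to 8.49 M), 10.7 M in mid pupae (9.28 M to 12.0 M), 8.58 M in late pupae (8.50 M to 9.44 M) and 9.99 M in the imago (9.07 M to 11.1 M). In *D. virilis* it was 9.30 M in embryos (8.47 M to 11.3 M), 8.80 M in larvae (7.73 M to 8.86 M), 9.02 M at P1 (6.60 M to 10.1 M), 8.92 M at P2 (6.65 M to 10.2 M), 6.67 M at P3 (6.64 M to 9.39 M), 9.96 M at P4 (7.96 M to 10.2 M), 9.48 M at P5 (8.90 M to 9.95 M), 8.60 M in mid pupae (6.95 M to 8.69 M), 7.44 M in late pupae (6.12 M to 8.55 M) and 5.50 M in the imago (2.11 M to 6.64 M). Replicate 2 of the *D. virilis* imago had the lowest total of all 60 libraries. The 10 genes with the highest counts held between 5.24% (embryo replicate 3) and 16.9% (late pupae replicate 2) of the count of a library in *D. melanogaster* and between 4.64% (imago replicate 3) and 15.9% (P4 replicate 2) in *D. virilis*. How many reads of each library were sequenced and how many mapped uniquely cannot be read from these values.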

A detailed summary of read processing and mapping statistics is provided in supplementary fig. S1, Supplementary Material online.

To evaluate the reproducibility of the RNA-seq data, the concordance among the biological replicates for each sample was assessed. 

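The Spearman correlation coefficient of 2 replicates of the same stage, computed over all genes listed (14127 in *D. melanogaster* and 13685 in *D. virilis*), was 0.972 ± 0.0316 (SD, n = 30 pairs) in *D. melanogaster* and 0.956 ± 0.0412 (SD, n = 30 pairs) in *D. virilis*. Over the 60 pairs of both species it was 0.964 ± 0.0373 (SD). It exceeded 0.95 in 27 of the *D. melanogaster* pairs and in 21 of the *D. virilis* pairs, and it was 0.9 or lower in 2 and 5 pairs, respectively. The mean was moved most by the choice of genes and libraries in *D. virilis*, where it ranged from 0.948 to 0.967 over the alternatives.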

The replicates demonstrated a high degree of similarity, indicating robust and reproducible measurements across biological replicates (the Spearman correlation coefficient being equal to 0.97 on average, supplementary fig. S2, Supplementary Material online). 

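In *D. melanogaster* the pair with the lowest coefficient was that of the 1st and 3rd instar larvae (replicates 1 and 3), at 0.846. The lowest *D. virilis* coefficient belonged to replicates 1 and 3 of the P3 stage, at 0.859. Over the genes kept after filtering for expression and variance, the coefficient of this *D. virilis* pair was 0.822.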

The Spearman correlation coefficient was higher than 0.84 for all replicate pairs in both species, the lowest example being larval samples of *D. melanogaster*. Consequently, gene expression values were averaged across the replicates, generating a unified gene expression matrix for the downstream analyses.

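The first principal component of the 30 *D. virilis* libraries held 37.6% of their variance. On this component, replicate 3 of P3 lay 79.5 from the mean of the other replicates of its stage, replicate 1 of P3 lay 71.2 from it and replicate 2 lay 8.27 from it. At P4 the distance was 62.9 for replicate 3, 40.6 for replicate 1 and 22.2 for replicate 2. The largest distance of a *D. melanogaster* library, on a component holding 29.5% of the variance, was 44.2 for the 3rd instar larvae. The mean Spearman correlation coefficient with the other replicates of the stage was 0.883 for replicate 3 of P3 and likewise for replicate 3 of P4. It was 0.916 and 0.940 for replicates 1 and 2 of P3, and 0.930 and 0.940 for those of P4. Replicate 3 of late pupae had the lowest mean coefficient among the *D. virilis* libraries, at 0.874. Its distance on the first component was 18.2, which ranked 12 among the 30 libraries. The number of genes with a value at least 2 log2 units above the mean of the other replicates was 967 in replicate 3 of P3 and 849 in replicate 3 of P4. Among the 28 *D. virilis* libraries used downstream it was highest in replicate 3 of late pupae (634 genes), followed by replicate 3 of P2 (140 genes), with a median of 16 genes.

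**Figure D1:**
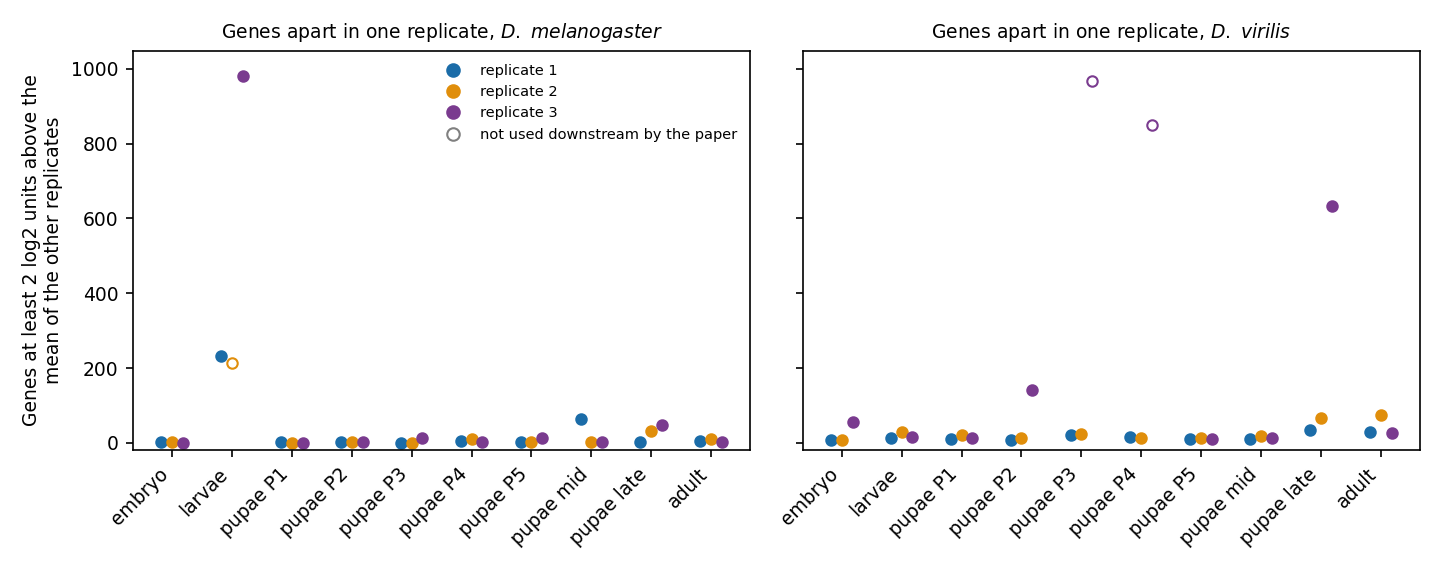
Number of genes at least 2 log2 units above the mean of the other replicates of the stage, for each library of *D. melanogaster* and *D. virilis*. Each point is 1 library, and open points are the 3 libraries not used downstream.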

In the *D. virilis* dataset, one of the replicates from the P3 and P4 pupal stages showed increased variation compared to other two replicates, with the largest divergence observed along the first principal component (supplementary fig. S3b, Supplementary Material online). To prevent potential bias in the results, downstream analyses were conducted excluding these outlier replicates. All observed dynamics of expression conservation between species remained consistent when the full dataset was analyzed (see below and supplementary fig. S4, Supplementary Material online).

An average of 25,000 transcripts per sample for *D. melanogaster* and 20,000 transcripts per sample for *D. virilis* were identified. 

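On average, 12623 genes per library had at least 1 count in *D. melanogaster*, and 12397 genes in *D. virilis*. The *D. melanogaster* stage with the fewest such genes was the larvae, with 11485 ± 199 (SD, n = 3), and the stage with the most was the imago, with 13212 ± 47 (SD, n = 3). In *D. virilis* the embryo had the fewest, with 11270 ± 249 (SD, n = 3), and late pupae had the most, with 12769 ± 236 (SD, n = 3).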

To simplify the data and facilitate comparative analysis, the transcripts were aggregated at the gene level, resulting in an average of 12,000 genes for each developmental stage in both species. Grouping of genes into orthologous groups yielded 10,000 one-to-one orthologous groups shared by *D. melanogaster* and *D. virilis*. 

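Of the genes listed, 79 in *D. melanogaster* and 48 in *D. virilis* had the same value in all libraries. The filter was rebuilt from the shares of genes that the paper reports, by removing the genes with the lowest mean over the stages and then those with the lowest variance between stage means. It kept 9748 genes of *D. melanogaster* and 9443 genes of *D. virilis*, 69% of those listed.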

To ensure robust and informative downstream analyses and focus on genes that exhibited significant expression changes during development, the dataset was refined by filtering out genes with low expression values and low variance across the developmental stages (see “Materials and methods” section). The final dataset comprised 6,200 orthologous groups of genes that demonstrated dynamic expression profiles across the developmental time course in both *D. melanogaster* and *D. virilis*.

### Intra-species Analysis of Transcription Profiles During Pupal Development in *D. Melanogaster* and *D. Virilis*

To characterize processes occurring in each species, initial analyses of the transcription profiles were performed for *D. melanogaster* and *D. virilis* separately. 

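The Spearman correlation coefficients of stage means were computed over the filtered genes. Adjacent pupal stages had a coefficient of 0.919 ± 0.0470 (SD, n = 6 pairs of stages) in *D. melanogaster*, against 0.828 ± 0.0484 (SD, n = 15 pairs) for pupal stages further apart. The *D. virilis* coefficients were 0.884 ± 0.0438 (SD, n = 6 pairs) and 0.741 ± 0.0987 (SD, n = 15 pairs). Each adjacent pupal stage had a higher coefficient than each pupal stage further apart for 5 of the 7 pupal stages of *D. melanogaster* and for 7 of 7 in *D. virilis*. The difference between adjacent and distant stages was 0.0917 in *D. melanogaster* and 0.143 in *D. virilis*, and it was moved most by keeping only the 30% of genes with the highest variance, which gave 0.162 and 0.233.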

During the pupal development phase, gradual modifications in the expression profiles were observed, with the transcriptome at each stage exhibiting higher correlation with neighboring stages rather than more distant ones, as determined by the Spearman correlation coefficient and the Euclidean distance (Fig. 1a and supplementary fig. S5, Supplementary Material online).

**Fig. 1.**
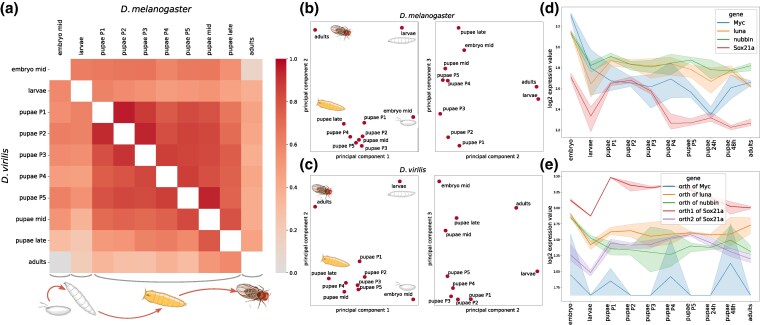
a) Heatmap of the Spearman correlation coefficients for *D. melanogaster* (above the diagonal) and *D. virilis* (below the diagonal) developmental stages for each species separately. Each square represents the correlation coefficient between the respective stages of development. The color ranges from lighter tones for low correlation coefficients (close to zero) to the more intense colors for coefficients close to 1. b, c) PCA of developmental stages in *D. melanogaster* c) and *D. virilis* c). Each dot represents a distinct developmental stage. The first three components are shown. d, e) Expression dynamics in the course of development for genes homologous to the Yamanaka factors for *D. melanogaster* d) and *D. virilis* e). For each gene, mean expression values are shown in various colors with shaded areas representing the STD of expression across replicates.

However, several pupal stages were closer to the embryonic state than the larval state. 

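In *D. melanogaster* the mean profiles of all 7 pupal stages had a higher Spearman correlation coefficient with the embryo than with the larvae. The coefficient with the larvae was 0.666 at P1, 0.622 at P2, 0.588 at P3, 0.546 at P4, 0.573 at P5, 0.594 in mid pupae and 0.511 in late pupae, and the excess of the embryo over the larvae was smallest at P1 and reached 0.103 at P3. In *D. virilis* 6 of the 7 pupal stages were closer to the embryo. P1 was closer to the larvae (difference −0.0206), and the excess in the other stages was between 0.0138 (P4) and 0.161 (mid pupae). The coefficient with the larvae was 0.628 at P1, 0.628 at P2, 0.618 at P3, 0.545 at P4, 0.566 at P5, 0.409 in mid pupae and 0.284 in late pupae. At the level of libraries, all 3 replicates were closer to the embryo in each *D. melanogaster* pupal stage. In *D. virilis* this held for 0 of 3 libraries at P1, 1 of 2 at P3, 2 of 2 at P4 and 3 of 3 in the remaining pupal stages. When all genes listed were used, 4 *D. virilis* pupal stages were closer to the embryo.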

Vise versa, the embryonic transcriptome was more similar to the pupal transcriptomes than to the larval ones, suggesting a partial reversion to the embryonic developmental programs after pupation. These findings are consistent with our previous study conducted on several holometabolous species belonging to various orders (Ozerova and Gelfand 2022), providing further evidence for the recapitulation of the embryonic transcriptional program during pupation. Additionally, a decreased similarity between the P4 stage and the embryo was observed in both *D. melanogaster* and *D. virilis*, indicating the activation of some pupal-specific transcriptional programs at the P4 stage, while earlier and subsequent stages of early pupal development are more similar to the embryonic state. 

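The Spearman correlation coefficient of each library with the mean profile of the embryo was taken as its similarity to the embryo. In *D. melanogaster* the 2 larval libraries had a similarity of 0.679 ± 0.123 (SD), with 0.766 in the 1st instar and 0.592 in the 3rd instar. The 21 pupal libraries differed from the larvae by −0.0152 on average (two-sided exact permutation test, p = 0.711, smallest possible p 0.00791). The similarity was 0.684 ± 0.0085 at P1, 0.687 ± 0.0164 at P2, 0.687 ± 0.0141 at P3, 0.639 ± 0.0403 at P4, 0.672 ± 0.0194 at P5, 0.680 ± 0.0238 in mid pupae and 0.598 ± 0.0543 in late pupae (SD, n = 3 each). In the imago it was 0.195 ± 0.0739 (SD, n = 3). The difference rests on the instar. Without replicate 1, which leaves the 3rd instar as the only larval library, the pupae exceeded the larva by 0.0836, and without replicate 3, which leaves the 1st instar, they fell by 0.110. For stage means, the coefficient of embryo and larvae was 0.693, and none of the 7 pupal stages exceeded it (0.686 at P1, 0.689 at P2, 0.692 at P3, 0.647 at P4, 0.676 at P5, 0.686 in mid pupae, 0.608 in late pupae). The number of pupal stages above the larvae was 7 without replicate 1 and 5 when all genes listed were used. The 3 larval libraries of *D. virilis* had a similarity of 0.633 ± 0.0131 (SD), and the 19 pupal libraries were lower by 0.0564 on average (two-sided exact permutation test, p = 0.279). In both species the test pooled pupal libraries of 7 stages as 1 group. Its p therefore reflects differences between pupal stages as well as between replicates. The *D. virilis* similarity was 0.601 ± 0.0329 at P1, 0.662 ± 0.0211 at P2, 0.643 ± 0.0127 at P5, 0.565 ± 0.0349 in mid pupae, 0.390 ± 0.0581 in late pupae and 0.0928 ± 0.0245 in the imago (SD, n = 3 each). At P3 it was 0.625 ± 0.0392 and at P4 0.557 ± 0.0124 (SD, n = 2 each). For stage means the coefficient of embryo and larvae was 0.639, and P2 (0.669) and P5 (0.648) exceeded it. From a greater similarity of the embryo to pupae than to larvae, the paper proposes a partial reversion to embryonic programs after pupation.

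**Figure D2:**
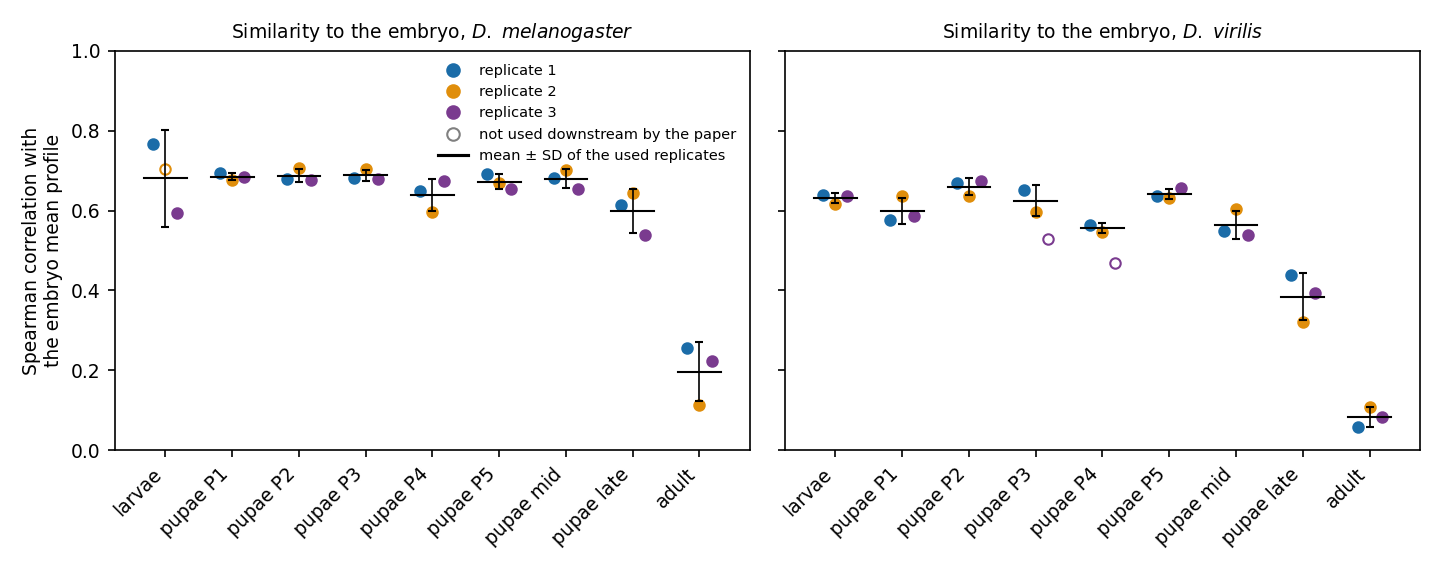
Spearman correlation coefficient of each library with the mean profile of the embryo, by stage, for *D. melanogaster* and *D. virilis*. Points are the replicates, open points are libraries not used downstream, and the line gives the mean ± SD of the libraries used. The *D. melanogaster* larval points are the 1st, 2nd and 3rd instar.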

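The similarity to the embryo at P4 was compared with that at P3 and P5 pooled. In *D. melanogaster* it was lower by 0.0404 (3 libraries against 6, two-sided exact permutation test, p = 0.0714, smallest possible p 0.0238). In *D. virilis* it was lower by 0.0789 (2 libraries against 5, two-sided exact permutation test, p = 0.0952, which is the smallest p that these numbers allow). The *D. melanogaster* difference was −0.0508 with Pearson correlation coefficients (p = 0.0238 in the same exact permutation test) and −0.00931 over the 30% of genes with the highest variance (p = 0.786). Its size rested partly on replicate 2 of P4, with a similarity of 0.595 against 0.648 and 0.675 in replicates 1 and 3. For stage means without replicate 2, the coefficient with the embryo was 0.664 at P4, 0.685 at P3 and 0.676 at P5. Without replicate 3 it was 0.614, 0.678 and 0.669, respectively. From the decreased similarity, the paper reasons that pupal-specific transcriptional programs are activated at P4.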

Lower similarity observed in the late pupal stages is likely due to their increasing similarity to the imago, as late pupae are nearly fully developed adults. Since the imago has a transcriptome distinct from the embryo, it is expected that the latest pupal stages also exhibit lower similarity to the embryonic state.

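For stage means of *D. melanogaster*, the Spearman correlation coefficient with the imago was 0.469 at P1, 0.458 at P2, 0.419 at P3, 0.449 at P4, 0.448 at P5, 0.446 in mid pupae and 0.473 in late pupae. In *D. virilis* it was 0.397 at P1, 0.340 at P2, 0.296 at P3, 0.375 at P4, 0.364 at P5, 0.541 in mid pupae and 0.592 in late pupae. The coefficient of embryo and imago was 0.196 in *D. melanogaster* and 0.0930 in *D. virilis*. Late pupae had the lowest coefficient with the embryo among the 7 pupal stages in both species, with 0.404 in *D. virilis*. The coefficient of late pupae with the imago was 0.628 in *D. melanogaster* and 0.702 in *D. virilis* over all genes listed, and 0.226 and 0.389 over the 30% of genes with the highest variance.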

Principal component analysis (PCA) further corroborates these findings (Fig. 1b and c). 

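Principal components were computed from the 10 stage means over the filtered genes, with genes centered and not scaled. The first component held 31.9% of the variance in *D. melanogaster* and 39.6% in *D. virilis*. The *D. melanogaster* embryo lay at −79.8, the pupal stages between −35.6 and 12.8, the larvae at 16.3 and the imago at 189. The *D. virilis* embryo lay at −127, the larvae at −108, the pupal stages between −39.8 and 104 and the imago at 192. The share of variance was moved most by taking the log2 of the deposited values before averaging, which gave 35.3% in *D. melanogaster* and 44.8% in *D. virilis*. With that setting, with all 30 libraries, with scaled genes and without replicate 3, the *D. melanogaster* larvae lay between the embryo and the mean of the pupae. Without replicate 3, which leaves the 1st instar, they lay at −66.1, and without replicate 1, which leaves the 3rd, at 175.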

In both *D. melanogaster* and *D. virilis*, the first principal component, explaining 34% and 45% of the variance, respectively, effectively separates the four main developmental stages in the sequence of ontogeny. The second principal component, accounting for 28% of the variance in *D. melanogaster* and 18% in *D. virilis*, distinguishes the active larvae and imago stages from the developmental embryo and pupae stages, when the embryonic transcriptome program is activated. 

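The second component held 27.2% of the variance in *D. melanogaster* and 20.1% in *D. virilis*. In *D. melanogaster* the larvae lay at 162, the embryo at 67.3, the imago at −4.18 and the pupal stages between −49.3 and −3.56. With the log2 of the deposited values, or without replicate 3, both larvae and imago lay apart from embryo and pupae on this component. The *D. virilis* larvae lay at 131, the imago at 92.4, the embryo at 46.4 and the pupal stages between −65.9 and −10.6. With genes scaled to unit variance, larvae and imago of *D. virilis* no longer lay apart.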

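The third component held 13.8% of the variance in *D. melanogaster* and 15.9% in *D. virilis*. The pupal stages of *D. melanogaster* lay along it in temporal order, falling at 6 of 6 steps from 67.5 at P1 to −64.4 in late pupae. The coordinate in *D. virilis* was 43.0 at P1, 27.7 at P2, 37.1 at P3, 37.4 at P4, −2.83 at P5, −47.0 in mid pupae and −51.0 in late pupae, and it fell at 4 of 6 steps. With genes scaled to unit variance the *D. melanogaster* coordinate fell at 2 of 6 steps, and with all 30 libraries that of *D. virilis* fell at 6 of 6.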

The third principal component (13% and 16% of the explained variance, respectively) primarily reflects temporal progression, with pupal stages aligning along this axis. These observations are consistent in both species, with *D. melanogaster* PCA results shown in Fig. 1b and *D*. *virilis* results, in Fig. 1c. The percentages represent the proportion of the total variance in the data.

### Identification of Stage-specific Genes and Their Associated Biological Processes

Differential expression analysis was performed to identify genes that exhibited significant upregulation at a specific stage compared to other stages.

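The authors tested counts. Here the deposited variance-stabilized values were fitted with limma (lmFit, eBayes with an intensity trend) in 1 model of all stages per species, and a test of the recovered counts was not run. Each stage was compared with the mean of the other 9 stage means. A gene was called upregulated at a Benjamini-Hochberg adjusted p under 0.05 with a higher value, and stage-specific when it was upregulated in no stage other than an adjacent one. The tests covered 14047 genes of *D. melanogaster* and 13634 genes of *D. virilis* whose values varied.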

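In the limma fit, 1114 larval and 2384 imago genes of *D. melanogaster* and 1083 larval and 1295 imago genes of *D. virilis* were stage-specific. The genes upregulated in these stages, whether or not they were so elsewhere, numbered 4087 and 6148 in *D. melanogaster* and 4054 and 5943 in *D. virilis*. The count of imago genes was moved most by the definition of the comparison. A fit of the stage against all other libraries pooled called 4068 genes in *D. melanogaster* and 3585 in *D. virilis*, and the requirement that no other stage at all be higher left 1498 and 540.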

The larval and imago stages exhibited the largest number of stage-specific genes, with over 1,000 genes identified for each stage in both *D. melanogaster* and *D. virilis*. We also identified approximately 900 genes that were specifically expressed during embryogenesis and all pupal stages.

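By the same criteria, 1495 genes of *D. melanogaster* and 1569 genes of *D. virilis* were specific to the embryo. P3 had 155 specific genes in *D. melanogaster* and 215 in *D. virilis*, and P4 had 215 in *D. melanogaster* and 165 in *D. virilis*. Genes specific to any of the 7 pupal stages numbered 2521 in *D. melanogaster* and 3759 in *D. virilis*. Over the alternatives, the number for any pupal stage went as low as 673 in *D. melanogaster* and 707 in *D. virilis*, when no other stage was allowed to be higher.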

To gain insights into the functions and roles of genes specifically expressed during the pupal stage, we performed gene ontology (GO) enrichment analysis (see supplementary tables S1 to S6, Supplementary Material online).

Among genes upregulated during the P3 stage (the *bubble prepupa*), we found significant enrichment of terms related to *isoprenoid metabolic process* and *isoprenoid biosynthetic process* (GO:0006720 and GO:0008299, *P*-value < 10^−3^ in both species). This observation suggests that lipid metabolism and protein modification are important during the P3 stage of the *Drosophila* development. However, the precise functions of isoprenoids during this stage are not yet fully understood, although the mevalonate pathway and heart formation may be linked by isoprenylation (Yi et al. 2006). 

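The 2 P3-specific genes of *D. melanogaster* with the largest excess over the other stages were neighbors on the X chromosome. CG32631 (FBgn0052631; X:13556472–13557866, plus strand, BDGP6.54 annotation) was higher at P3 by 9.08 log2 units than in the mean of the other stages (standard error 0.231, limma with Benjamini-Hochberg adjusted p = 7.70e-19). Its value was 15.52 ± 0.13 (SD, n = 3) at P3, 14.07 ± 0.07 (SD, n = 3) at P2 and 8.48 ± 0.30 (SD, n = 3) at P4. CG11816 (FBgn0030495; X:13552559–13555800, minus strand) was higher by 8.35 (standard error 0.145, adjusted p = 6.51e-22), with 14.91 ± 0.18 (SD, n = 3) at P3 and a mean of 13.90 at P2. GO annotation was not used here, and a list of genes of isoprenoid synthesis was tested in its place. Of 14 symbols on the list, 13 genes were matched in *D. melanogaster*, which included locus tags that were added after a first match of 7 symbols had been tested. The 13 genes were higher at P3 than in the other stages (limma camera with a preset inter-gene correlation of 0.01, n = 13 genes, p = 3.54e-08). The median difference was 1.09 log2 units, the quartiles were 0.16 and 1.89, and 11 of 13 genes were higher, 8 of them at an adjusted p under 0.05. None was P3-specific. For the first 7 genes alone, p was 0.00807 and the median difference 0.16. The member with the largest difference was Hmgs, whose locus (2R:16336090–16341242) overlaps that of Vha44. It was higher at P3 by 2.93 (standard error 0.117, adjusted p = 1.76e-15), with a value of 12.70 ± 0.12 (SD, n = 3). The member with the lowest was Cyp6g2 (2R:12188338–12190377, overlapping Cyp6g1), which was lower by 0.75 (standard error 0.183, adjusted p = 0.00241). At P4 the list did not differ from other genes (camera, n = 13 genes, p = 0.493, median 0.05). There the extremes were qless, with a difference of 2.05 (standard error 0.233, adjusted p = 1.68e-07), and jhamt, with −0.92 (standard error 0.169, adjusted p = 1.34e-04). The files do not pair *D. virilis* identifiers with gene names, so that the list was not tested in this species. Its P3-specific gene with the largest excess, LOC6631781, was higher by 8.80 (standard error 0.276, adjusted p = 4.98e-17), with 13.67 ± 0.75 (SD, n = 2) at P3 and 14.51 ± 0.15 (SD, n = 3) at P2.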

Genes upregulated during the P4 stage (the *buoyant*) are enriched in the molecular function *structural constituent of cuticle* (GO:0042302, *P*-value < 10^−4^). 

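The 2 P4-specific genes of *D. melanogaster* with the largest excess encode cuticle proteins. Lcp65Ad (FBgn0020641; 3L:6143395–6144101, plus strand, BDGP6.54 annotation) was higher at P4 by 10.95 log2 units than in the mean of the other stages (standard error 0.734, limma with Benjamini-Hochberg adjusted p = 1.69e-11), with a value of 17.26 ± 0.26 (SD, n = 3) at P4, 11.05 ± 0.36 (SD, n = 3) at P5 and a mean of 6.09 at P3. Edg78E (FBgn0000551; 3L:21296763–21297803, minus strand) was higher by 9.73 (standard error 0.681, adjusted p = 3.79e-11), with 16.52 ± 0.23 (SD, n = 3) at P4, 12.15 ± 0.24 (SD, n = 3) at P5 and a mean of 6.31 at P3. A list of 129 cuticle protein genes was higher at P4 than other genes (limma camera, n = 129 genes, p = 1.41e-08). The median difference was 0.32, 80 of the 129 genes were higher, 59 were so at an adjusted p under 0.05, and 9 were P4-specific. The lowest difference was that of Cpr72Ea, which was lower by 2.46 (standard error 0.249, adjusted p = 2.78e-08). At P3 the same list was lower than other genes (camera, n = 129 genes, p = 1.36e-06), with a median difference of −0.69 and 24 of 129 genes higher. There the extremes were Cpr78E, higher by 5.12 (standard error 0.757, adjusted p = 9.76e-06), and Lcp65Ag2, lower by 3.79 (standard error 0.637, adjusted p = 5.08e-05). Cuticle proteins form multigene families, between whose members pseudomapping could divide reads. The call for the cuticle list at P3 and P4 and that for the isoprenoid list at P3 held with fry and with an estimated inter-gene correlation (p = 0.0479, p = 0.0225 and p = 3.81e-05 for the latter). The libraries were also shuffled over the stages 100 times, the real order included. A result at least as large was reached by 24 orders for cuticle at P3, 9 for cuticle at P4 and 3 for isoprenoid at P3. Shuffled groups hold libraries of several stages and carry the differences between those stages. The shuffles therefore cannot decide whether the cuticle calls arose by chance. In *D. virilis* the P4-specific gene with the largest excess, LOC6623326, was higher by 11.49 (standard error 0.387, adjusted p = 6.26e-17), with 17.19 ± 0.06 (SD, n = 2) at P4.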

Statistically significant intersections between GO terms enriched in two species were not observed for other pupal stages, likely due to a high similarity in gene expression between temporarily close pupal stages (Fig. 1a and supplementary fig. S5a, Supplementary Material online), yielding minimal statistical power to detect differences in the GO-term enrichment.

We also specifically analyzed several groups of genes known to be important for development. The Yamanaka factors were used as a general example of genes associated with cellular reprograming and differentiation. Homologs of the Yamanaka factors in flies were analyzed (Fig. 1d and e) (Kaur et al. 2018). As expected, these factors exhibited increased expression in pupae in both species. 

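The *D. melanogaster* genes Myc (FBgn0262656; X:3373159–3391697), luna (FBgn0040765; 2R:10977956–11116378), nub (FBgn0085424; 2L:12587625–12628135) and Sox21a (FBgn0036411; 3L:14103481–14108118, all BDGP6.54 annotation) were compared between stages in the limma fit. The first 3 overlap other annotated genes, in the case of nub only on the opposite strand. Whether reads of the overlapping genes were assigned to them was not tested. Against the 2 larval libraries, the mean of the 7 pupal stages (21 libraries) was higher by 0.74 log2 units for luna (standard error 0.263, Benjamini-Hochberg adjusted p = 0.0165, and 0.0403 adjusted over the list alone). It was lower by 0.76 for Myc (standard error 0.393, adjusted p = 0.0916, and 0.130 adjusted over the list alone). The difference was 0.12 for nub (standard error 0.210, adjusted p = 0.638) and 0.11 for Sox21a (standard error 0.124, adjusted p = 0.462). Without replicate 2 the difference in luna was 0.74 with an adjusted p of 0.0540, no longer under 0.05, and over the alternatives its adjusted p lay between 0.00593 and 0.0708. With the 2nd instar included, the difference from larvae was −0.94 for Myc and 0.36 for Sox21a, both with limma's adjusted p under 0.05. The 2 larval libraries were of different instars and had a value of 7.86 and 5.80 for Myc. The difference in Myc was 0.21 without replicate 1, which leaves the 3rd instar, and −1.72 without replicate 3. Against the imago (3 libraries), the pupae were higher by 0.83 for luna (standard error 0.220, adjusted p = 0.00181) and by 0.61 for Sox21a (standard error 0.103, adjusted p = 1.37e-05). The difference was −0.25 for Myc (standard error 0.328, adjusted p = 0.507) and 0.06 for nub (standard error 0.175, adjusted p = 0.769). Under quantile normalization between libraries, the difference from the imago was 0.64 for Myc and 0.89 for nub. The pupae were lower than the embryo (3 libraries) for all 4 genes, with a difference of −3.85 for Myc (adjusted p = 4.71e-10), −1.86 for luna (adjusted p = 9.74e-08), −1.68 for nub (adjusted p = 1.32e-08) and −1.13 for Sox21a (adjusted p = 1.66e-09). The files do not pair *D. virilis* identifiers with these genes, which were therefore not analysed here in that species.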

The *Sox* genes had a strong expression peak during early pupal stages that was particularly prominent during the P1 to P3 stages in *D. melanogaster*. 

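The value of Sox21a in *D. melanogaster* was 6.28 ± 0.09 at P1, 6.41 ± 0.13 at P2, 5.96 ± 0.10 at P3, 4.81 ± 0.27 at P4 and 4.68 ± 0.07 in late pupae (SD, n = 3 each). In the embryo it was 6.55 ± 0.15 (SD, n = 3) and in larvae 5.31 ± 0.07 (SD, n = 2). P1 to P3 thus lay above the larvae, and P4 and late pupae below them. The mean of P1 to P3 (9 libraries) exceeded that of the later 4 pupal stages (12 libraries) by 1.39 (standard error 0.0739, limma with Benjamini-Hochberg adjusted p = 1.19e-13, and 9.24e-15 adjusted over the list alone). For the other 3 genes the same difference was 0.38 for Myc (adjusted p = 0.176), 0.35 for luna (adjusted p = 0.0634) and 0.15 for nub (adjusted p = 0.310). Under quantile normalization the differences were 0.62, 0.52 and 0.34, with limma's adjusted p under 0.05 for each. Without replicate 3 the difference was 0.66 for Myc (adjusted p = 0.0246) and 0.48 for luna (adjusted p = 0.0218). Over the alternatives the adjusted p lay between 0.0213 and 0.511 for Myc and between 0.00449 and 0.313 for luna.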

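The value of luna in *D. melanogaster* was 7.31 ± 0.24 at P1, 7.06 at P3, 7.16 at P4, 6.37 ± 0.55 in mid pupae and 6.84 ± 0.21 in late pupae (SD, n = 3 each). In larvae it was 6.23 ± 0.73 (SD, n = 2), with 6.75 in the 1st and 5.71 in the 3rd instar, and in the embryo it was 8.83 ± 0.08 (SD, n = 3).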

On the contrary, the *Luna* genes had stable expression values after the onset of pupal development.

### Comparative Analysis of Developmental Conservation and Divergence in the *Drosophila* Species

At the next step, a comparative analysis was performed with the goal to investigate similarities and differences in the developmental gene expression patterns and to identify a potential phylotypic stage.

The comparison between the two species, as shown in Fig. 2 and supplementary figs. S4 and S6, Supplementary Material online, revealed high Spearman correlation coefficients and low Euclidean distance along the diagonal, indicating that each developmental stage demonstrated a close similarity to the corresponding stage in the other species, and therefore the stages had been correctly assigned during the sample collection.

**Fig. 2.**
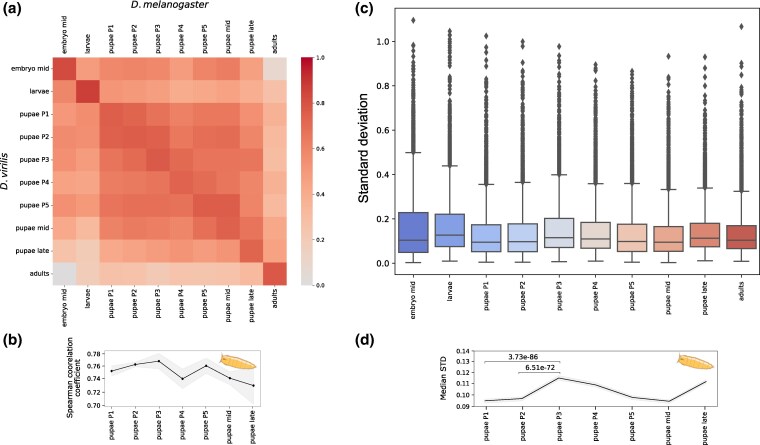
a) Heatmap of the Spearman correlation coefficients for *D. melanogaster* and *D. virilis* developmental stages. Each square represents the correlation coefficient between the expression profiles of the corresponding stages between the two species. The horizontal axis lists the stages of *D. melanogaster*, while the vertical axis lists the stages of *D. virilis*. The color scheme is as in Fig. 1. b) The Spearman correlation coefficients are shown as a separate line plot, representing the correlation between corresponding stages of *D. melanogaster* and *D. virilis*, that is, the main diagonal of the heatmap in a). The *x*-axis represents the developmental stages, and the *y*-axis represents the correlation coefficients. The shaded area shows the STD across replicates. c) STD values for gene expression are shown for each developmental stage. The *x*-axis represents the developmental stages, and the *y*-axis represents the STD values, for details see the Results section. d) The median STD values for each pupal stage are shown as a line plot. The *x*-axis represents the developmental stages, and the *y*-axis represents the median STD value. The shaded area around the line represents the variability of the median values estimated by downsampling: at each stage, the metric was recalculated 1000 times using a random subset of 50% of the genes. The narrow shaded area indicates that the median values are stable with respect to gene sampling.

Consistent with pupal samples being closer to embryos than to larvae in the same species, *D. melanogaster* embryos were closer to *D. virilis* pupae than to larvae, and vise versa, but again, with a distinct expression profile prominent at the P4 stage.

The main diagonal of the heatmap in Fig. 2a represents the correlation between the same stages during development and is shown separately as Fig. 2b, supplementary figs. S4c and d, Supplementary Material online. The strongest correlation was observed at the P3 stage, followed by a decrease at the P4 stage and a subsequent peak at the P5 stage. These observations suggest a convergence in expression profiles during early and late pupal development.

The standard deviation (STD) from the mean expression across replicates was used as an additional metric of gene expression stability. Genes with more conserved expression have lower STD indicating more consistent expression across replicates, while less constrained genes would have higher STD. The distributions of STD values for each developmental stage (Fig. 2c and d) exhibited dynamics similar to the Spearman correlation. Variation in gene expression increased at early pupal stages, especially at the P3 and P4 stages, indicative of decreased constraints on expression at these stages.

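The STD of each gene between the replicates of a stage was summarized by its median over the genes. The median STD of *D. melanogaster* was 0.140 at P1, 0.118 at P2, 0.193 at P3, 0.234 at P4, 0.179 at P5, 0.189 in mid pupae and 0.228 in late pupae (n = 3 each). It was 0.123 in the embryo, 0.258 in the imago (n = 3 each) and 0.525 in the larvae (n = 2 libraries of different instars). The SD of the median over 1000 random draws of 50% of the genes lay between 0.00098 and 0.0091. P3 and P4 averaged 1.25 times the other pupal stages. The median STD of *D. virilis* was 0.149 at P3 and 0.111 at P4 (n = 2 each), against 0.217 at P1, 0.237 at P2, 0.229 at P5, 0.204 in mid pupae and 0.450 in late pupae (n = 3 each), and P3 and P4 averaged 0.487 times the other pupal stages. The STD of 2 libraries has a lower median than that of 3 by construction. Divided by the median expected for the number of replicates, it was 0.221 at P3 and 0.165 at P4, between 0.245 and 0.540 in the other pupal stages, and the ratio was 0.601. With replicate 3 included, it was 0.429 at P3 and 0.402 at P4, and the ratio was 1.55, so that in this species 1 library per stage decided the direction. From an increase of the variation at P3 and P4, the paper reasons that constraints on expression are decreased at these stages.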

The P4 (buoyant) stage shows the lowest level of interspecies conservation, with both the correlation coefficient and the STD indicating minimal similarity compared to neighboring pupal stages, which display higher conservation. While mid and late pupal stages suggest a gradual decline in conservation, further sampling around these timepoints is needed to accurately capture the dynamics of this trend.

### Clusters of co-expressed Genes

To study gene groups with distinct developmental expression patterns, a hierarchical clustering analysis was performed using the Spearman correlation coefficient as the distance metric (Fig. 3). To focus on the dynamics of pupae, only pupal stages were considered at the clustering step, yielding eight clusters.

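The filtered genes were clustered on 1 minus the Spearman correlation coefficient over the 7 pupal stage means by average linkage, for 8 clusters. The paper's text does not name the linkage, and each species was clustered on its own because orthologs were not paired here. Of 9707 *D. melanogaster* genes, the clusters held 4389, 2432, 1050, 712, 535, 431, 90 and 68. Of 9441 *D. virilis* genes, they held 4361, 2277, 1227, 604, 410, 345, 199 and 18. The size of the largest cluster was moved most by the linkage, with 1878 *D. melanogaster* genes under complete linkage and 1692 *D. virilis* genes under Ward linkage on ranks.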

**Fig. 3.**
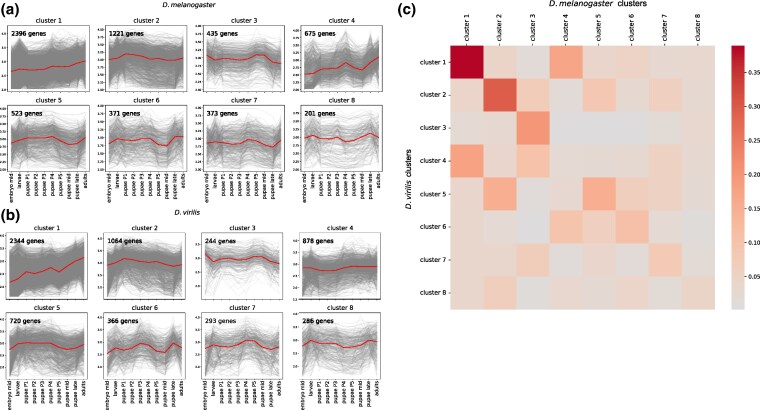
Clustering of expression profiles. Developmental expression profiles for each of the constructed clusters for *D. melanogaster* a) and *D. virilis* b). Each gene is represented by a gray line, and the median expression profile for each cluster is shown in a thicker line (in red). c) Heatmap illustrating the intersection of gene sets in each cluster pair. Each square represents a cluster pair, with the color scheme shown at the right; darker colors indicate higher fractions of common genes.

Clusters were sorted according to the number of common orthologous genes, so that similar pairs of clusters had the same names in both species (Fig. 3b). In most cases the median gene trajectories of paired clusters turned out to be highly similar between the two species, despite independent clustering in the species (supplementary fig. S7, Supplementary Material online).

Cluster pair 1 was the largest, had the largest set of common genes and was composed of genes with expression gradually increasing throughout the lifespan in both *D. melanogaster* and *D. virilis*.

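The largest cluster held 45.2% of the clustered genes in *D. melanogaster* and 46.2% in *D. virilis*. Its mean z score over the 10 stages was −0.878 in the embryo, 0.562 in late pupae and 1.60 in the imago of *D. melanogaster*. In *D. virilis* it was −0.915, 1.04 and 1.60, respectively. In late pupae, 98.2% of its genes were higher than at P1 in *D. melanogaster* and 95.9% in *D. virilis*, and in the imago 79.2% and 81.3% were higher than in the embryo. Under Ward linkage the largest *D. virilis* cluster was highest at P1.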

The observed similarities demonstrate that orthologous genes tend to have similar dynamics (statistics provided in supplementary fig. S7, Supplementary Material online), supporting the biological relevance of the clusters. Therefore, we selected pairs of clusters exhibiting high correlation of expression profiles and containing common orthologous genes, and performed GO enrichment analysis to reveal the functional role of these clusters.

Expression of genes comprising cluster pair 2 increased during early stages of the pupal development followed by a sequential gradual decrease. 

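The cluster of 2nd rank held 25.1% of the clustered genes in *D. melanogaster* and 24.1% in *D. virilis*. Its mean z score in *D. melanogaster* was 0.587 at P1, 0.508 at P2, 0.307 at P3, 0.0549 at P4, −0.313 at P5, −0.624 in mid pupae and −0.642 in late pupae. In *D. virilis* it went from 0.698 at P1 to −0.654 in late pupae. In the embryo the mean z score was −0.342 in *D. melanogaster* and −0.776 in *D. virilis*.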

The enriched GO terms for this cluster were related to the regulation of growth, development and cell migration (supplementary fig. S8, Supplementary Material online). Genes in this cluster pair have a pupae-specific expression, since in embryogenesis their expression is relatively low.

Genes in cluster pair 3 had a higher correlation of gene expression between the species for all developmental stages compared to the average correlation (supplementary fig. S9, Supplementary Material online). Expression of these genes increased during the P5 and mid-pupae stages and also significantly increased during the embryonic stage. This suggests that these genes are involved in the transcriptome programs of both embryogenesis and metamorphosis. 

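A cluster with high values at P5, in mid pupae and in the embryo held 1050 genes in *D. melanogaster* and 410 in *D. virilis*. Its mean z score in *D. melanogaster* was 0.731 in the embryo, 0.474 at P5, 0.337 in mid pupae and −0.639 in late pupae. In *D. virilis* it was 1.29 in the embryo, 0.508 at P5, 0.484 in mid pupae and −0.430 in late pupae.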

GO enrichment analysis revealed an enrichment of terms related to chromatin organization, cell cycle, and developmental processes.

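The clusters with their highest pupal value in late pupae and their highest value of all stages in larvae held 712, 535 and 68 genes in *D. melanogaster* and 604 genes in *D. virilis*. The mean z score of the 3 *D. melanogaster* clusters was 0.558, 0.476 and 0.0521 in late pupae and 1.45, 0.564 and 1.31 in larvae. That of the *D. virilis* cluster was 0.492 in late pupae and 0.564 in larvae.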

Cluster 7 in both species has an expression peak at the later pupal stages while also maintaining notable expression in larvae. However, the overlap of genes within these clusters between the two species is relatively small (Fig. 3c), indicating that these genes are characterized by species-specific expression patterns rather than a conserved expression pattern across species. Thus, we have not pursued a detailed analysis of these clusters.

GO enrichment results for other cluster pairs with a significant number of intersecting genes and statistically reliable outcomes are given in supplementary fig. S10 to S13, Supplementary Material online.

### Gene Age Influence on the Developmental Transcriptome

To gain insights into the evolutionary origin of the observed transcriptome dynamics, the phylostrata analysis was performed. Each gene was assigned to a phylostratum corresponding to its predicted time of emergence (for details, see “Materials and methods” section).

Genes belonging to different phylostrata exhibit specific temporal dynamics of expression, as shown in Fig. 4, while in general having a tendency to increase the expression rate during ontogeny. The most ancient genes (gray) tend to have a higher expression at the larval stage, suggesting their involvement in housekeeping functions associated with larval feeding and growth. Intermediate-aged genes (blue), common to *Arthropoda*, *Pancrustacea*, and *Insecta*, have an additional prominent expression peak at the P4 stage and in late pupae. Following the trend, the group with the youngest, *Holometabola*-specific genes has only pupa-specific peaks, indicating that these newly acquired genes could have been selected in *Holometabola* to perform metamorphosis-related functions.

**Fig. 4.**
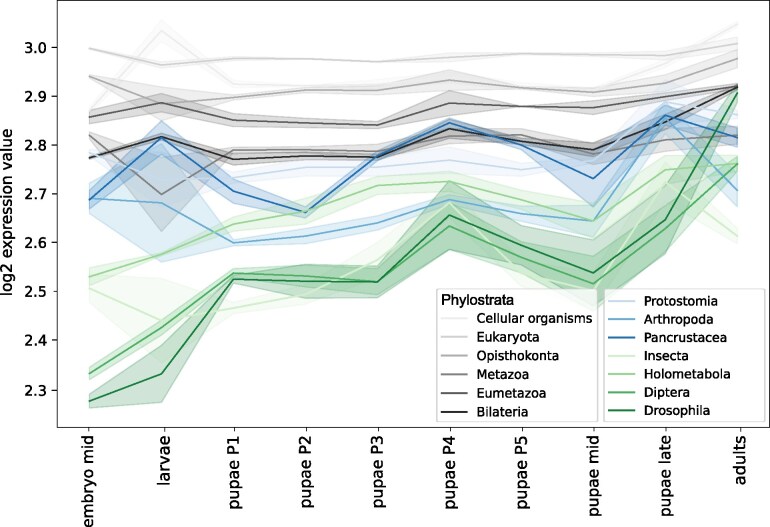
Phylostrata-specific gene expression dynamics. Horizontal axis—the developmental stage, vertical axis—the median log-transformed expression. The shaded area represents the STD of gene expression. The oldest phylostrata (see the legend) are shown in gray, middle phylostrata, in blue, and the youngest ones, in green.

Many young genes up-regulated during the P4 stage encode proteins with candidate signal peptides that control protein secretion (see “Materials and methods” section for the details). However, signal peptides tend to appear in young genes in general (supplementary fig. S14, Supplementary Material online). The distributions of all genes and signal peptide-encoding genes across the phylostrata are statistically different (*P*-value = 8.3 × 10^−75^, statistic = 384.2, the *χ*² test), and P4-specific genes follow the same trend with no observed statistically significant difference (the *χ*² statistic = 0.2).

Genes from different phylostrata exhibit varying impacts on the overall similarity of transcriptomes during metamorphosis, as seen in the plots of correlation between gene expression at each stage, calculated separately for each phylostratum (Fig. 5). For intermediate-aged genes (Fig. 5a, blue), the correlation between expression in two species was larger at the later pupal stages. Thus, the expression of these genes is conserved closer to the end of the pupal development. Genes common to *Pancrustacea* have an additional conservation peak during earlier stages. Conversely, younger genes (Fig. 5a, green) exhibited a higher correlation between species primarily at the onset of the pupal development, when imaginal disks are everted and active differentiation occurs. Notably, however, *Holometabola*-specific genes within this group deviate from this general trend, showing a pattern more similar to that of genes of intermediate ages.

**Fig. 5.**
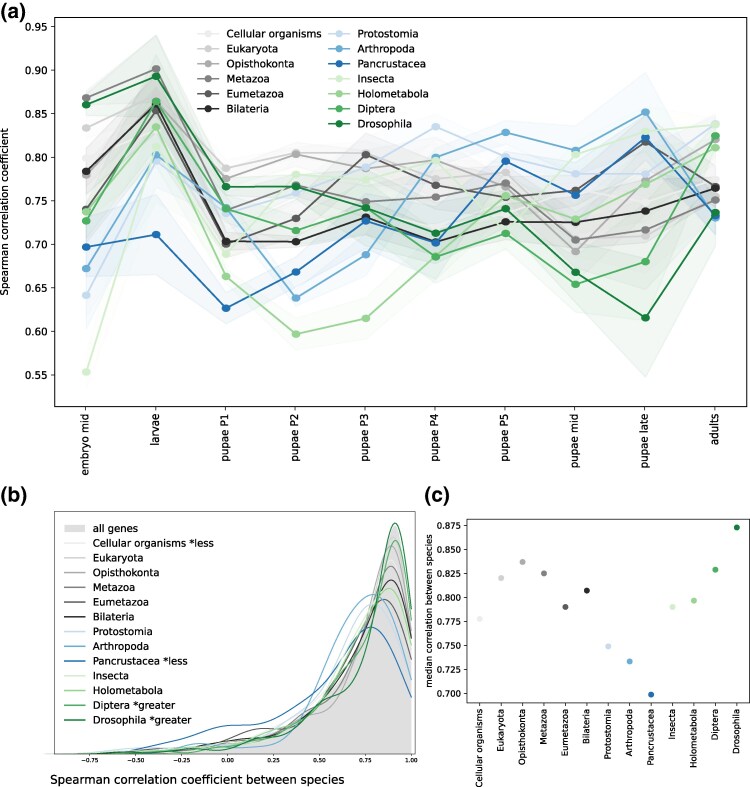
Phylostrata-based analysis of conservation of gene expression. a) Correlation of gene expression profiles in two species, calculated separately for each phylostratum. Each line represents the average correlation coefficient between species with the shaded areas showing the STD across replicates. b) Density plot for the Spearman correlation coefficients for gene expression in two species across development, calculated separately for each phylostratum. The density plot for all genes is shown as the shaded area. c) Median values for the distribution of correlation coefficients from b). The color code is as in Fig. 4.

Looking at another angle, that is, comparing the expression of individual genes throughout development (Fig. 5b and c), we observed that recently emerged genes from the *Diptera* and *Drosophila* phylostrata tended to have a higher correlation between species (*P*-values for the one-sided Mann–Whitney *U* test are 9.7 × 10^−3^ and 1.2 × 10^−5^, respectively). This suggests that either these genes had less evolutionary time to diverge, or their function is crucial for pupae, leading to negative selection on changes in expression. In contrast, genes belonging to the *Pancrustacea* phylostratum exhibited a lower correlation than the average (*P*-value equal to 4 × 10^−6^).

The median correlation coefficient for genes comprising different phylostrata tends to decrease with the decrease of the predicted age, see old (gray) and middle (blue) phylostrata in Fig. 5c. However a breakpoint is observed after the transition from *Pancrustacea* to *Insecta* and this tendency is reversed, so that the younger the phylostratum (green in Fig. 5c), the higher is the median correlation between the species. The most similar expression throughout the development was observed for the oldest and the youngest genes.

Clusters 4 and 6 (with increased expression at mid-pupae) were enriched with both young, *Drosophila*-specific genes, genes from the *Insecta* phylostratum, and old genes (Fig. 6). Genes in cluster 4 had an expression burst at the P4 stage, while cluster 6 featured higher expression at the early pupal and adult stages. Cluster 5, consisting of genes expressed at early pupal stages, was dominated by middle phylostrata. Cluster 1, characterized by a constantly increasing expression profile throughout the development, was strongly enriched with the oldest genes and *Bilateria* genes.

**Fig. 6.**
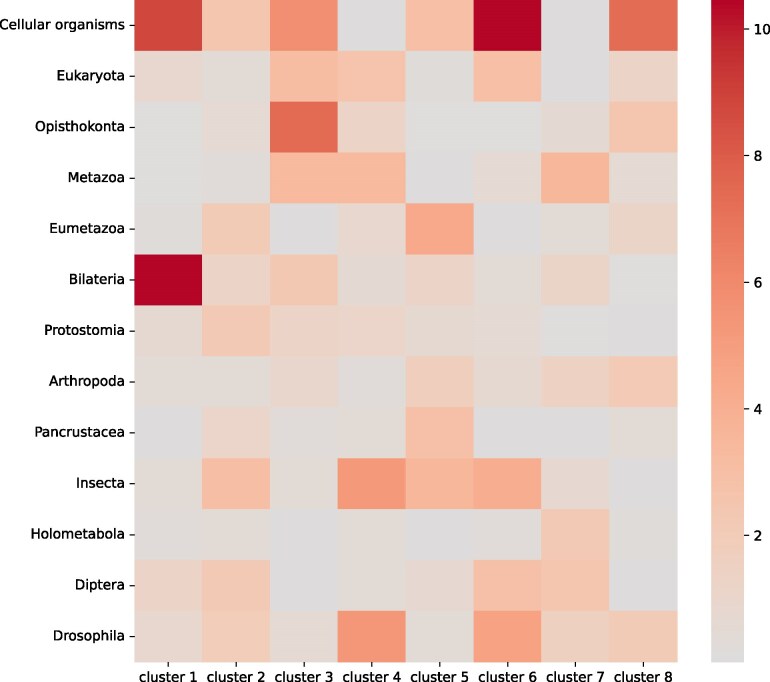
Intersection between phylostrata and clusters. The color of the square corresponds to the significance of the intersection (see “Materials and methods” section for details).

## Discussion

The hourglass model of gene expression, characterized by a phase of higher difference in gene expression at the beginning and end of development with a period of higher conservation in the middle, phylotypic, stage is well-established in the context of embryogenesis (Irie and Kuratani 2014; Drost et al. 2017). This pattern has been documented across a wide range of species ranging from insects and nematodes to mammals (Hazkani-Covo et al. 2005; Kalinka et al. 2010; Levin et al. 2012). Furthermore, it may extend beyond embryogenesis and, in plants, is also observed in processes like the floral transition (Drost et al. 2016), suggesting that this model has broader implications than initially thought. Our initial hypothesis has been that the pupal development of holometabolous insects, when organogenesis re-starts, adheres to a similar hourglass-like pattern. This was based on our observation that pupae tend to recapitulate embryogenesis transcription patterns (Ozerova and Gelfand 2022). The expectation was that a phase of increased similarity in gene expression might occur during the mid-pupal stages.

However, contrary to the classic hourglass model, our findings indicate that while there are stages of conserved gene expression, they predominantly occur during early metamorphosis stages, rather than in the middle (Fig. 2, supplementary fig. S4 and S6, Supplementary Material online). Moreover, we observe that the P4 stage is the most divergent stage in terms of gene expression between the species, as measured by correlation coefficients, STD, and the Euclidean distance (Fig. 2a and b, supplementary fig. S6, Supplementary Material online). A previous microarray study also identified the P4 stage as being the least similar to the embryonic stages compared to other pupal stages in *D. melanogaster* (Arbeitman et al. 2002). This suggests a spindle-like pattern, where the transcriptome divergence is accentuated during this phase. The main process during this stage is the eversion of the imaginal head sac. Reorganization of the respiratory system could be visually observed since the lateral trunk tracheae becomes obscured. Also, the oral armature of the larva is expelled, signaling the complete removal of larval feeding structures as the organism prepares for its final differentiation into the adult form (Bainbridge and Bownes 1981). Overall, this underscores the dynamic nature of gene expression during pupal transformation, likely driven by the relatively recent emergence of the latter.

An intriguing observation is that genes expressed during the P4 stage, a period characterized by high divergence, tend to be evolutionarily new. For example, clusters 4 and 6, which have an increased expression at this stage, are enriched with young genes (Fig. 6). Moreover, while being relatively highly expressed, these recently emerged genes (specific for *Diptera* and *Drosophila*) demonstrate a rather low correlation in expression at the P4 stage compared to the adjacent stages (Fig. 5a).

To place these findings in the evolutionary context, the *dN/dS* ratio for *D. melanogaster* genes, taken from (Mensch et al. 2013), was used as a measure of natural selection and evolutionary rate. While genes with higher sequence conservation (low *dN/dS* values) have higher expression levels for all stages except the imago (supplementary fig. S15a, Supplementary Material online), genes from cluster 4 with the expression burst during the P4 stage demonstrate significantly higher substitution rates compared to the complete gene set (*P*-value = 0.006, supplementary fig. S15c, Supplementary Material online). However, genes upregulated exclusively during P4 do not feature a statistically significant difference in the *dN/dS* ratio, likely due to the small number of genes specifically upregulated during this short stage.

Conversely, genes, upregulated at the earliest prepupal stage (P1) when the expression levels are highly coordinated (Fig. 2, supplementary fig. S6, Supplementary Material online) (*P*-value = 0.012, supplementary fig. S15b, Supplementary Material online) and genes from cluster 2, which show peak expression at P1 (*P*-value = 0.002, supplementary fig. S15c, Supplementary Material online), have significantly lower *dN/dS* ratios and hence are more conserved.

Remarkably, we find that genes with a middle predicted age (emerging in *Arthropoda* and *Pancrustacea*) have conserved expression patterns in the studied *Drosophila* species during later pupal stages (Fig. 5a). The expression range of these genes remains conserved, suggesting that they did not diverge after the emergence. Indeed, genes from these phylostrata are outliers in the *dN/dS* ratio distribution (supplementary fig. S15d, Supplementary Material online), whereas genes from younger phylostrata tend to display higher *dN/dS* ratios.

Our study provides insights into the transcriptional dynamics of Drosophila metamorphosis, shedding light on the temporal patterns of gene expression during this critical developmental process. However, delving deeper into the temporal dynamics by analyzing additional stages could offer a more comprehensive understanding of the metamorphosis. By including more initial and intermediate stages, we could capture finer transitions and potentially identify novel regulatory mechanisms underlying metamorphic events. Moreover, analyzing a wider range of *Drosophila* species would enable us to refine the timing of key pupal developmental stages and enhance the statistical power of our comparative analyses.

Additionally, expanding the scope of comparisons beyond *Drosophila* species—studying insects with mobile pupae, such as mosquitoes, presents a unique opportunity to investigate the preservation of larval structures during pupal development. Unlike *Drosophila*, whose immobile pupae undergo extensive tissue remodeling, insects with mobile pupae should retain larval organs due to the need for locomotion and feeding during the pupal stage. Investigating the molecular mechanisms and gene expression dynamics underlying these differences between species with fixed and mobile pupae could uncover fundamental insights into the evolutionary diversity of metamorphic strategies across insects.

## Materials and Methods

### Sample Collection

Wild-type *D. melanogaster* (Oregon-R) and wild-type *D. virilis* (strain 9) were used for RNA-seq. These two distant species were selected for the analysis because they belong to two different subgenera, *Sophophora* and *Drosophila*, respectively (O’Grady and DeSalle 2018). Therefore, the observed developmental patterns should be common for the whole *Drosophila* genus.

The flies, spanning all developmental stages, were reared on the standard *Drosophila* wheat meal-yeast-sugar-agar medium and maintained at a constant temperature of 25 °C. Since the developmental rate of *D. virilis* is approximately 1.5 times slower than that of *D. melanogaster*, to account for the intrinsic differences in developmental timing between the two species, the temporal synchrony of developmental stages was monitored by visual observation.

In order to synchronize the ages of collected embryos, adult flies were allowed to lay eggs in Petri dishes containing a 3% agarose substrate covered with apple juice and yeast for 1 h interval three times a day. Subsequently, fresh dishes were used for embryo collection. The collection process took place for a 1-h interval, followed by incubation of the dishes at an appropriate temperature until the embryos reached the phylotypic stage, which required 10 h in *D. melanogaster* and 15 h in *D. virilis*. Each biological replicate consisted of approximately 100 embryos.

At the next stage the dishes with synchronized 1-h eggs were incubated at an appropriate temperature to collect certain larval stages. All biological replicates for *D. virilis* larvae were collected approximately midway between molts at the second instar stage (72 h), with each sample consisting of 10 to 12 individuals. *D. melanogaster* larvae were also collected approximately midway between molts at all three larval stages, with first-instar samples (24 h) containing 20 to 25 individuals and second- and third-instar samples consisting of 15 to 18 individuals each (48 and 72 h, respectively). All larval samples were treated as replicates, and expression levels were averaged across them to create a single representative larval expression profile for downstream analysis.

Pupae were also collected individually with selective individual monitoring, without distinguishing males and females, including stages P1, P2, P3, P4, and P5, as per the developmental stage descriptions outlined by (Bainbridge and Bownes 1981). Furthermore, intermediate (24 and 36 h of development for *D. melanogaster* and *D. virilis*, respectively) and late (48 and 72 h of development for *D. melanogaster* and *D. virilis*, respectively) pupal stages were collected. Each biological replicate consisted of 10 to 12 individuals for *D. virilis* and 15 to 18 individuals for *D. melanogaster*. A particular focus was placed on the early pupal stages (P1 to P5), as they encompass key developmental transitions, including the reorganization of larval tissues and the differentiation of adult structures. These early stages are particularly dynamic and critical for metamorphosis, marking major shifts in gene expression and tissue remodeling. In contrast, later pupal stages primarily involve growth and refinement processes, with the developing organism already resembling the adult form.

Adult samples consisted of 5-d-old males, with each biological replicate containing 10 individuals for *D. virilis* and 15 for *D. melanogaster*. Adult females were excluded from the experiment to avoid the influence of the ovaries with eggs, as in this case the full transcriptome would be skewed towards the egg state. The influence of sex on other stages was considered to be negligible, and each biological replicate was expected to consist of an almost equal proportion of males and females, although the sex ratio in non-adult stages was not directly verified.

All samples were collected in three independent biological replicates. Subsequently, the samples underwent a thorough rinsing process to remove any residual food and yeast, using the PBS buffer. Following this step, total RNA was extracted from the samples using RNAzol RT reagent (MRC, Cincinnati, OH, USA), following the manufacturer's recommended protocols. RNA quality assessments were performed through gel electrophoresis, and the RNA samples were carefully stored in ethanol at −70 °C, in preparation for subsequent experimental procedures.

### Sequencing

Ribosomal RNA depletion was conducted using the NEBNext Poly(A) mRNA Magnetic Isolation Module. Subsequently, RNA library preparation was carried out with the NEBNext Ultra II Directional RNA Library Prep Kit, and the prepared libraries were sequenced on the Illumina HiSeq4000 platform in the Skoltech Genomics Core Facility. The sequencing yielded paired-end reads with the length of 150 nucleotides. Due to the suboptimal quality observed in the replicates of *D. melanogaster* 2nd instar larvae, we made the decision to use the 1st and 3rd instar samples for the downstream analyses.

### Processing of Transcriptome Data

Low-quality nucleotides and reads were systematically eliminated using the fastp tool with the default parameters. Subsequently, the filtered reads were processed using the Kallisto pseudomapping procedure to estimate transcript abundances, with BDGP6.46 and DvirRS2 transcriptomes used as references for *D. melanogaster* and *D. virilis*, respectively. Transcript-level expression estimates were summed to obtain gene-level expression data. Based on the observed high reproducibility, gene expression values were averaged across replicates using the arithmetic mean. For downstream analyses, variance stabilizing transformation from the DESeq2 package (Bioconductor, R) was applied to the raw counts.

To mitigate noise, genes expressed at low levels and exhibiting limited variance across the developmental stages were excluded from the subsequent analyses. The threshold for the expression values was set as the inflection point of the expression values density plot, separating the bell-shaped part of the distribution from low values (95% and 93% of genes are preserved for *D. melanogaster* and *D. virilis* respectively). The variance threshold was set on the first inflection point of the cumulative distribution. Overall, 69% of genes passed the specified filters for both species.

### Orthologous Groups and Functional Analysis

Orthologous gene groups were downloaded from the Ensembl database using the Biomart tool. Subsequently, only genes belonging to orthologous groups shared by both species were considered for the subsequent analyses.GO term annotations were obtained from the AmiGO2 database for *D. melanogaster* and from the Ensembl database for *D. virilis*.

GO term enrichment analysis was performed using the goatools Python package (Klopfenstein et al. 2018) with the default settings and an adjusted *P*-value threshold of 0.05. The analysis used a reference set of all genes showing positive expression values in the analyzed dataset. The semantic analysis of the enriched GO terms was visualized using the REVIGO tool (Supek et al. 2011) and plotted with the R ggplot package.

To predict the presence of signal peptides in the protein sequences, the SignalP-6.0 tool was used with the default eukaryotic settings (Teufel et al. 2022).

### Data Analysis

Ad hoc Python scripts were used for statistical testing and visualization (Klopfenstein et al. 2018), with figures were prepared using the matplotlib and seaborn packages. Statistical tests were performed using the Scipy package.

### Analysis of Phylostrata

For the phylostrata annotation of *D. melanogaster* genes, a phylostratigraphy approach was used (Domazet-Loso et al. 2007). For example, a gene was assigned to the *Holometabola* phylostratum if its homologs were found exclusively within the *Holometabola* group, indicating an estimated age of approximately 340 million years.

To assess the significance of enrichment for each phylostratum in each cluster, the following ratio was used:

$$\rho_{i,j}=\frac{{\left(\mathrm{observe}d_{i,j}\;-\;\mathrm{expecte}d_{i,j}\right)}^{2}}{\mathrm{expecte}d_{i,j}}$$

where $observed_{i,j}$ is the number of common genes in the intersection of cluster *i* and phylostratum *j*, and $\mathrm{expecte}d_{i,j}=\frac{\left(\mathrm{gene}\;\mathrm{count}\;\mathrm{in}\;\mathrm{cluster}\;i)\;\times \;(\mathrm{gene}\;\mathrm{count}\;\mathrm{in}\;\mathrm{phylostratum}\;j\right)}{\mathrm{total}\;\mathrm{gene}\;\mathrm{count}}$. This metric highlights substantial intersections between clusters and phylostrata, while adjusting for the overall gene count within each group.

### Identification of Stage-specific Genes

Stage-specific genes were identified using differential expression analysis with the DESeq2 package (Bioconductor, R), applied separately for each species. A gene was classified as stage-specific if it met two criteria: (i) it was significantly upregulated at a particular stage, with an adjusted *P*-value < 0.05 and a positive log-fold change, and (ii) it was not upregulated at any other stage, except for the adjacent ones. Differential expression was assessed by comparing gene expression at the stage of interest against all other developmental stages of the same species, using raw count data.

## Supplementary Material

evaf100_Supplementary_Data

## Data Availability

The RNA-seq data that support the findings of this study are available in the NCBI GEO data repository under the accession GSE269951.

## References

[evaf100-B1] Arbeitman MN, Furlong EEM, Imam F, Johnson E, Null BH, Baker BS, Krasnow MA, Scott MP, Davis RW, White KP. Gene expression during the life cycle of Drosophila melanogaster. Science. 2002:297(5590):2270–2275. 10.1126/science.1072152.12351791

[evaf100-B2] Bainbridge SP, Bownes M. Staging the metamorphosis of Drosophila melanogaster. J Embryol Exp Morphol. 1981:66(December):57–80. https://pubmed.ncbi.nlm.nih.gov/6802923/.6802923

[evaf100-B3] Domazet-Loso T, Brajković J, Tautz D. A phylostratigraphy approach to uncover the genomic history of Major adaptations in metazoan lineages. Trends Genet. 2007:23(11):533–539. 10.1016/j.tig.2007.08.014.18029048

[evaf100-B4] Domazet-Lošo T, Tautz D. A phylogenetically based transcriptome age Index mirrors ontogenetic divergence patterns. Nature. 2010:468(7325):815–818. 10.1038/nature09632.21150997

[evaf100-B5] Drost H-G, Bellstädt J, Ó’Maoiléidigh DS, Silva AT, Gabel A, Weinholdt C, Ryan PT, Dekkers BJW, Bentsink L, Hilhorst HWM, et al Post-embryonic hourglass patterns mark ontogenetic transitions in plant development. Mol Biol Evol. 2016:33(5):1158–1163. 10.1093/molbev/msw039.26912813 PMC4839224

[evaf100-B6] Drost H-G, Janitza P, Grosse I, Quint M. Cross-Kingdom comparison of the developmental hourglass. Curr Opin Genet Dev. 2017:45(August):69–75. 10.1016/j.gde.2017.03.003.28347942

[evaf100-B7] Duboule D . Temporal colinearity and the phylotypic progression: a basis for the stability of a vertebrate bauplan and the evolution of morphologies through heterochrony. Development. Supplement. 1994:135–142. https://pubmed.ncbi.nlm.nih.gov/7579514/.7579514

[evaf100-B8] Hazkani-Covo E, Wool D, Graur D. In search of the vertebrate phylotypic stage: a molecular examination of the developmental hourglass model and von Baer's third law. J Exp Zool B Mol Dev Evol. 2005:304(2):150–158. 10.1002/jez.b.21033.15779077

[evaf100-B9] Irie N . Remaining questions related to the hourglass model in vertebrate evolution. Curr Opin Genet Dev. 2017:45(August):103–107. 10.1016/j.gde.2017.04.004.28486164

[evaf100-B10] Irie N, Kuratani S. The developmental hourglass model: a predictor of the basic body plan? Development. 2014:141(24):4649–4655. 10.1242/dev.107318.25468934

[evaf100-B11] Kalinka AT, Varga KM, Gerrard DT, Preibisch S, Corcoran DL, Jarrells J, Ohler U, Bergman CM, Tomancak P. Gene expression divergence recapitulates the developmental hourglass model. Nature. 2010:468(7325):811–814. 10.1038/nature09634.21150996

[evaf100-B12] Kaur P, Jin HJ, Lusk JB, Tolwinski NS. Modeling the role of wnt signaling in human and Drosophila stem cells. Genes (Basel). 2018:9(2):101. 10.3390/genes9020101.29462894 PMC5852597

[evaf100-B13] Klopfenstein DV, Zhang L, Pedersen BS, Ramírez F, Vesztrocy AW, Naldi A, Mungall CJ, Yunes JM, Botvinnik O, Weigel M, et al GOATOOLS: a python library for gene ontology analyses. Sci Rep. 2018:8(1):10872. 10.1038/s41598-018-28948-z.30022098 PMC6052049

[evaf100-B14] Levin M, Hashimshony T, Wagner F, Yanai I. Developmental milestones punctuate gene expression in the caenorhabditis embryo. Dev Cell. 2012:22(5):1101–1108. 10.1016/j.devcel.2012.04.004.22560298

[evaf100-B15] Mayshar Y, Raz O, Cheng S, Ben-Yair R, Hadas R, Reines N, Mittnenzweig M, Ben-Kiki O, Lifshitz A, Tanay A, et al Time-aligned hourglass gastrulation models in rabbit and mouse. Cell. 2023:186(12):2610–2627.e18. 10.1016/j.cell.2023.04.037.37209682

[evaf100-B16] Mensch J, Serra F, Lavagnino NJ, Dopazo H, Hasson E. Positive selection in nucleoporins challenges constraints on early expressed genes in Drosophila development. Genome Biol Evol. 2013:5(11):2231–2241. 10.1093/gbe/evt156.24171912 PMC3845637

[evaf100-B17] Micchelli CA, Sudmeier L, Perrimon N, Tang S, Beehler-Evans R. Identification of adult midgut precursors in Drosophila. Gene Expr Patterns. 2011:11(1-2):12–21. 10.1016/j.gep.2010.08.005.20804858

[evaf100-B18] Mora C, Tittensor DP, Adl S, Simpson AGB, Worm B. How many Species are there on earth and in the ocean? PLoS Biol. 2011:9(8):e1001127. 10.1371/journal.pbio.1001127.21886479 PMC3160336

[evaf100-B19] O’Grady PM, DeSalle R. Phylogeny of the genus Drosophila. Genetics. 2018:209(1):1–25. 10.1534/genetics.117.300583.29716983 PMC5937177

[evaf100-B20] Ozerova AM, Gelfand MS. Recapitulation of the embryonic transcriptional program in holometabolous insect pupae. Sci Rep. 2022:12(1):17570. 10.1038/s41598-022-22188-y.36266393 PMC9584902

[evaf100-B21] Raff RA . The shape of life: genes, development, and the evolution of animal form. Chicago (IL): University of Chicago Press; 2012.

[evaf100-B22] Richardson MK . Heterochrony and the phylotypic period. Dev Biol. 1995:172(2):412–421. 10.1006/dbio.1995.8041.8612960

[evaf100-B23] Schultheis D, Frasch M. Longitudinal visceral muscles in Drosophila fully dedifferentiate and fragment prior to their reestablishment during metamorphosis. MicroPubl Biol. 2023:2023(March). 10.17912/micropub.biology.000756.PMC1005103137008728

[evaf100-B24] Supek F, Bošnjak M, Škunca N, Šmuc T. REVIGO summarizes and visualizes long lists of gene ontology terms. PLoS One. 2011:6(7):e21800. 10.1371/journal.pone.0021800.21789182 PMC3138752

[evaf100-B25] Tamura K, Subramanian S, Kumar S. Temporal patterns of fruit fly (Drosophila) evolution revealed by mutation clocks. Mol Biol Evol. 2004:21(1):36–44. 10.1093/molbev/msg236.12949132

[evaf100-B26] Ten Brink H, de Roos AM, Dieckmann U. The evolutionary ecology of metamorphosis. Am Nat. 2019:193(5):E116–E131. 10.1086/701779.31002571

[evaf100-B27] Teufel F, Armenteros JJA, Johansen AR, Halldór Gíslason M, Irby Pihl S, Tsirigos KD, Winther O, Brunak S, von Heijne G, Nielsen H. Signalp 6.0 predicts all five types of signal peptides using protein language models. Nat Biotechnol. 2022:40(7):1023–1025. 10.1038/s41587-021-01156-3.34980915 PMC9287161

[evaf100-B28] Texada MJ, Koyama T, Rewitz K. Regulation of body size and growth control. Genetics. 2020:216(2):269–313. 10.1534/genetics.120.303095.33023929 PMC7536854

[evaf100-B29] Truman JW . Metamorphosis of the central nervous system of Drosophila. J Neurobiol. 1990:21(7):1072–1084. 10.1002/neu.480210711.1979610

[evaf100-B30] Yi P, Han Z, Li X, Olson EN. The mevalonate pathway controls heart formation in Drosophila by isoprenylation of ggamma1. Science. 2006:313(5791):1301–1303. 10.1126/science.1127704.16857902

# Supplementary material for: Temporal Dynamics of Gene Expression During Metamorphosis in Two Distant Drosophila Species
**Source:** Genome Biol Evol. 2025 May 27;17(6):evaf100. doi: 10.1093/gbe/evaf100
**Supplement:** evaf100_Supplementary_Data

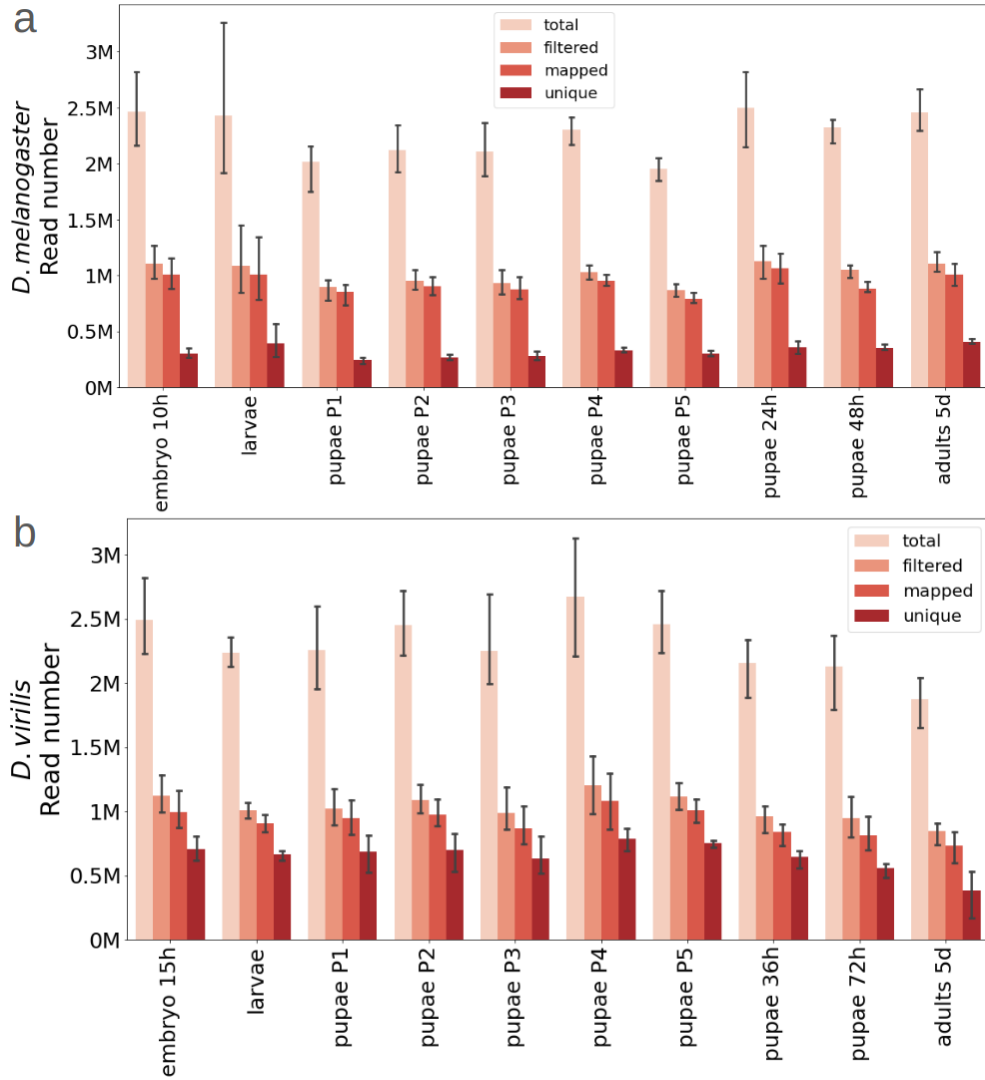

**Supplementary Fig. 1.** Summary statistics of read processing and mapping. The number of reads at different processing stages is shown for each developmental stage: total sequenced, filtered, mapped, and uniquely mapped. **(a)** *D. melanogaster*, **(b)** *D. virilis*.

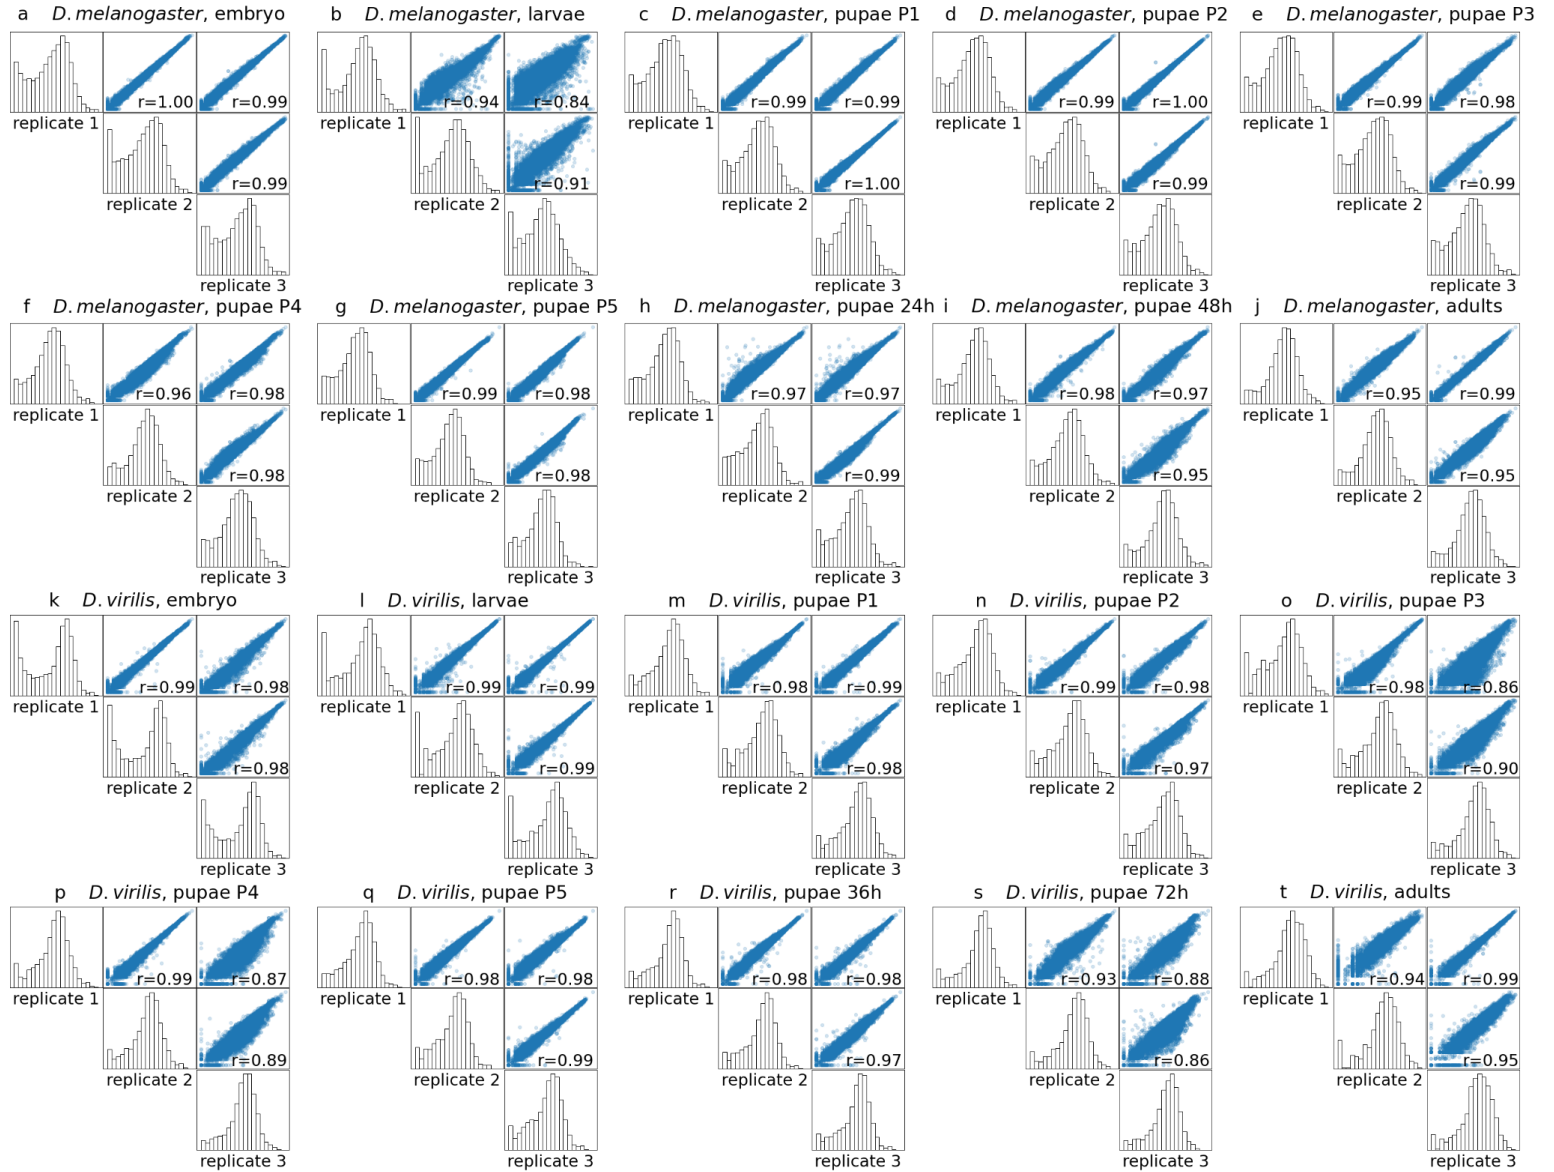

**Supplementary Fig. 2.** Reproducibility of RNA sequencing data. Each half-matrix corresponds to a specific developmental stage of *D. melanogaster* (a-j) or *D. virilis* (k-t). Histograms on the diagonal represent the distribution of log-transformed gene expression values for a given developmental stage. Scatter plots above the histograms show pairwise comparisons of gene expression between three biological replicates of the corresponding stage. The Spearman correlation coefficients ( $r$ ) are given.

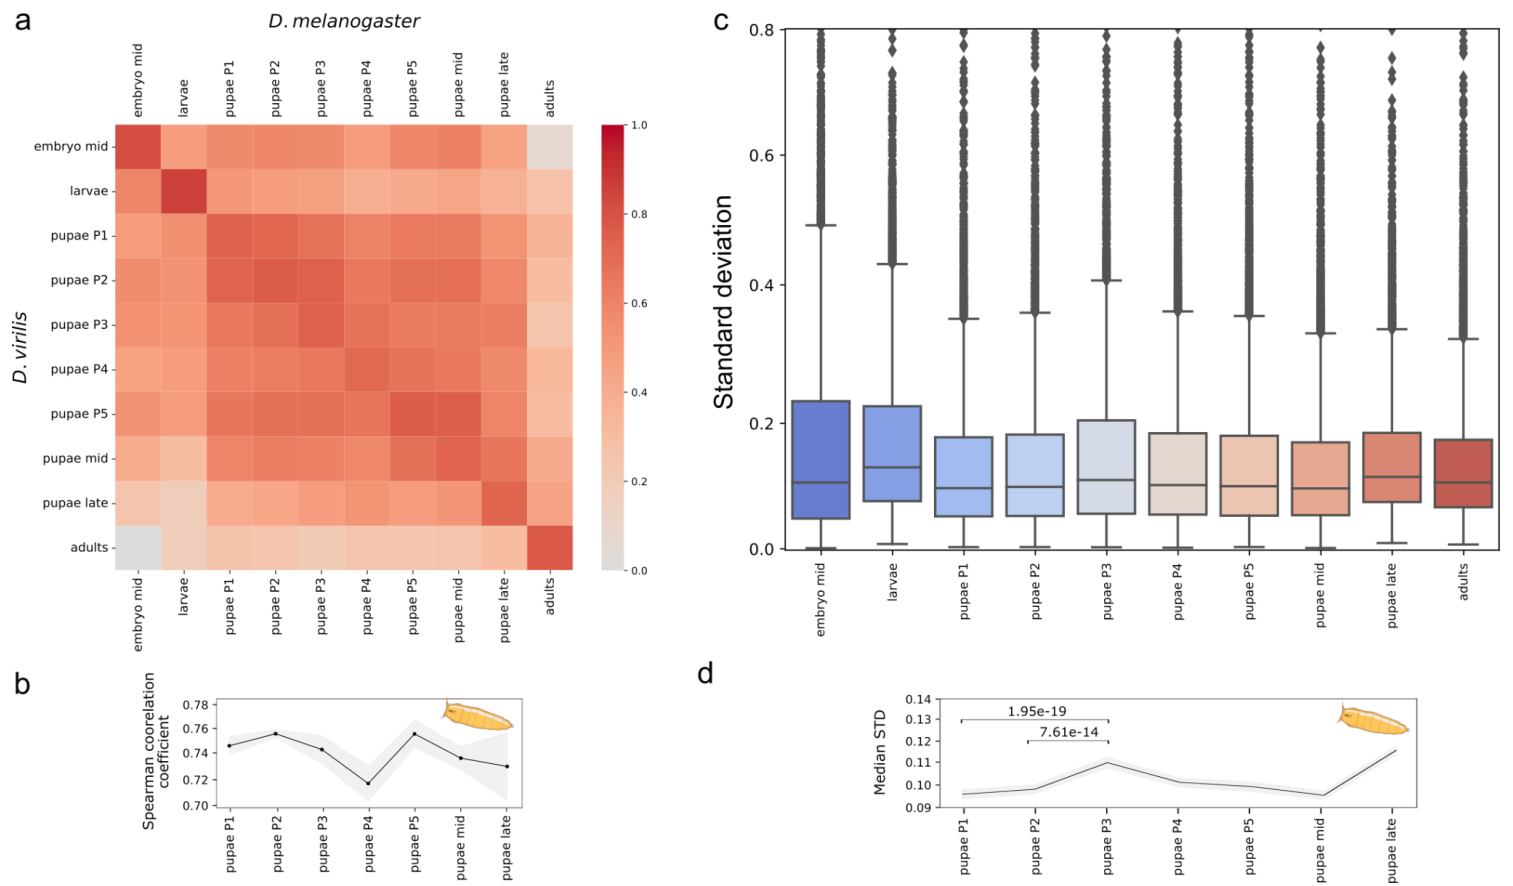

**Supplementary Fig. 4.** Analysis after excluding questionable replicates of pupae P3 and P4 (see Supplementary Fig. 3) from the *D. virilis* dataset. Notation as in Figure 2.

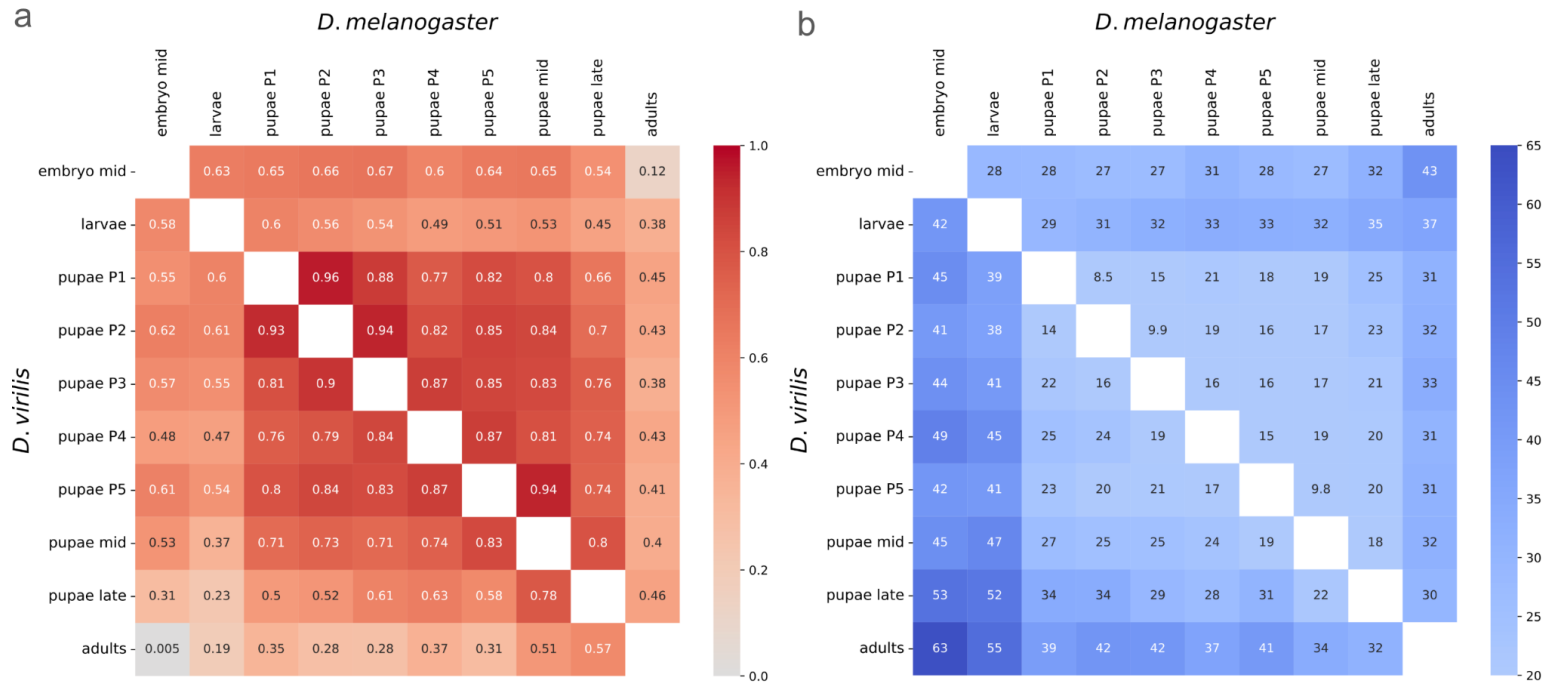

**Supplementary Fig. 5.** Distance heatmaps of the developmental stages for *D. melanogaster* (above the diagonal) and *D. virilis* (below the diagonal) analyzed separately for each species. **(a)** Each square represents the Spearman correlation coefficient between the respective stages of development. The color ranges from grey for low correlation coefficients (close to zero) to dark red for coefficients close to 1, with more intense colors indicating higher correlation coefficients. **(b)** Each square represents the Euclidean distance between the respective stages of development. The color ranges from light blue for small distances (closer to zero) to dark blue for larger ones, with more intense colors indicating larger distance. The Euclidean distance was calculated using log-transformed expression values.

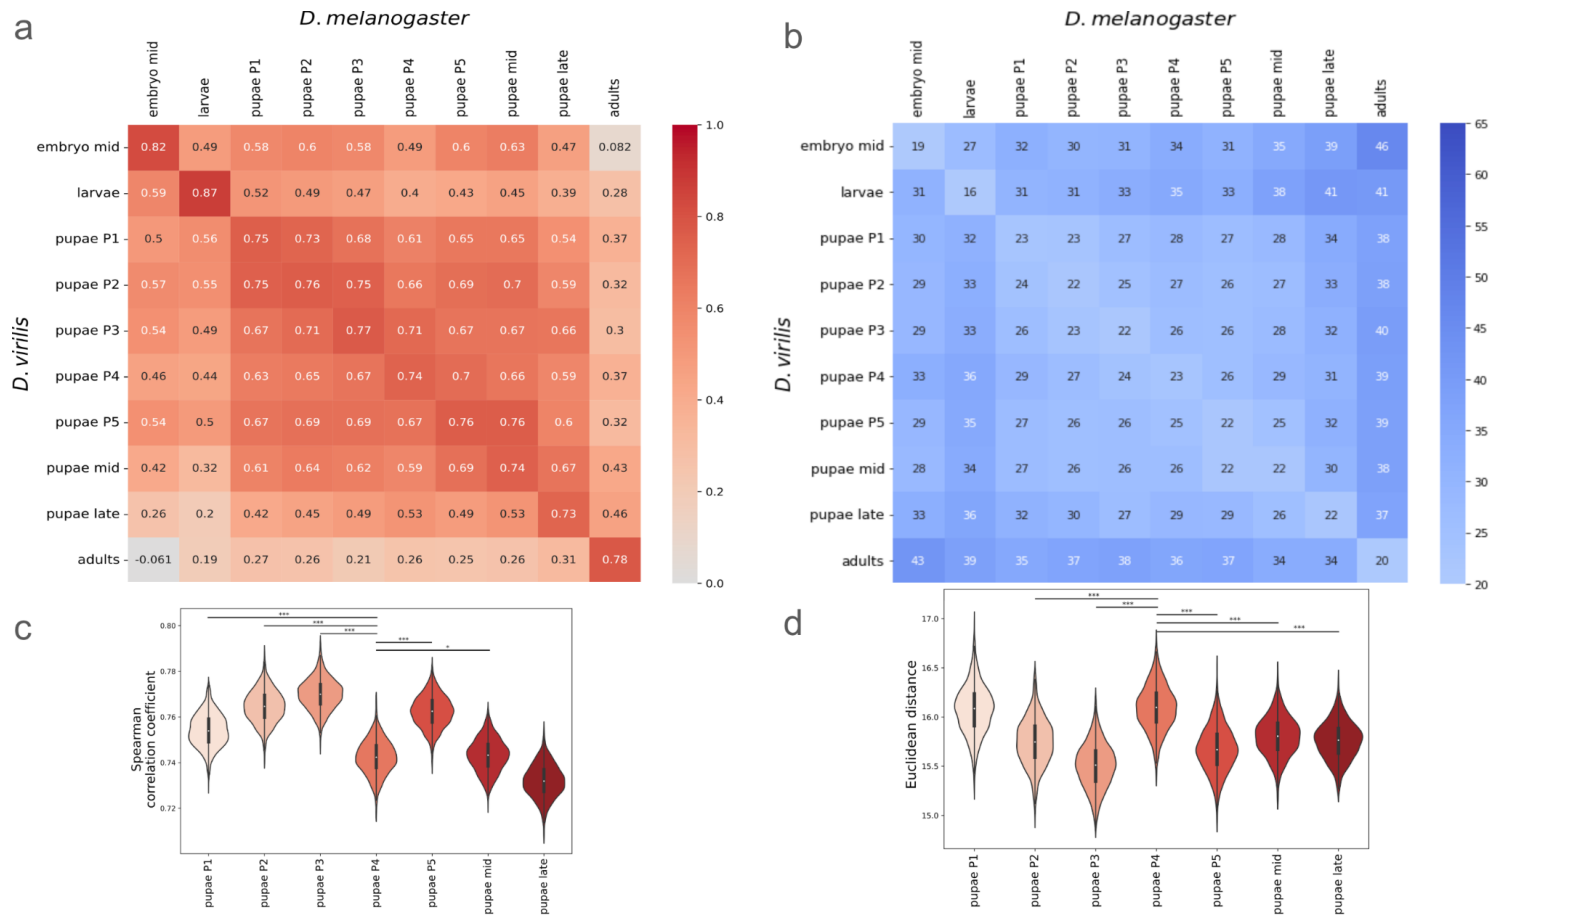

**Supplementary Fig. 6.** Distances between *D. melanogaster* and *D. virilis* developmental stages.

**(a)** Heatmap of the Spearman correlation coefficients. Each square represents the correlation coefficient between the expression profiles of the corresponding stages between the two species. The x-axis lists the stages of *D. melanogaster*, while the y-axis lists the stages of *D. virilis*. The color ranges from grey for low correlation coefficients (close to zero) to dark red for coefficients close to 1, with more intense colors indicating higher correlation coefficients.

**(b)** Heatmap of the Euclidean distances. Each square represents the Euclidean distance between the respective stages of development. The color ranges from light blue for small distances (closer to zero) to dark blue for larger ones, with more intense colors indicating larger distance. The Euclidean distance was calculated using log-transformed expression values after the quantile normalization between species to avoid the batch effect.

**(c and d)** Violin plots showing the distribution of correlation coefficients **(c)** and the Euclidean distances **(d)** between *D. melanogaster* and *D. virilis* across pupal stages. Correlation coefficients and the Euclidean distances were calculated using a random subset of genes (50% of the dataset) across 1000 iterations. Statistical significance of differences between adjacent stages was assessed using the one-sided Wilcoxon-Mann-Whitney test.

Significant differences are indicated with asterisks: \* ( $p < 0.05$ ), \*\* ( $p < 0.01$ ), \*\*\* ( $p < 0.001$ ), and \*\*\*\* ( $p < 0.0001$ ).

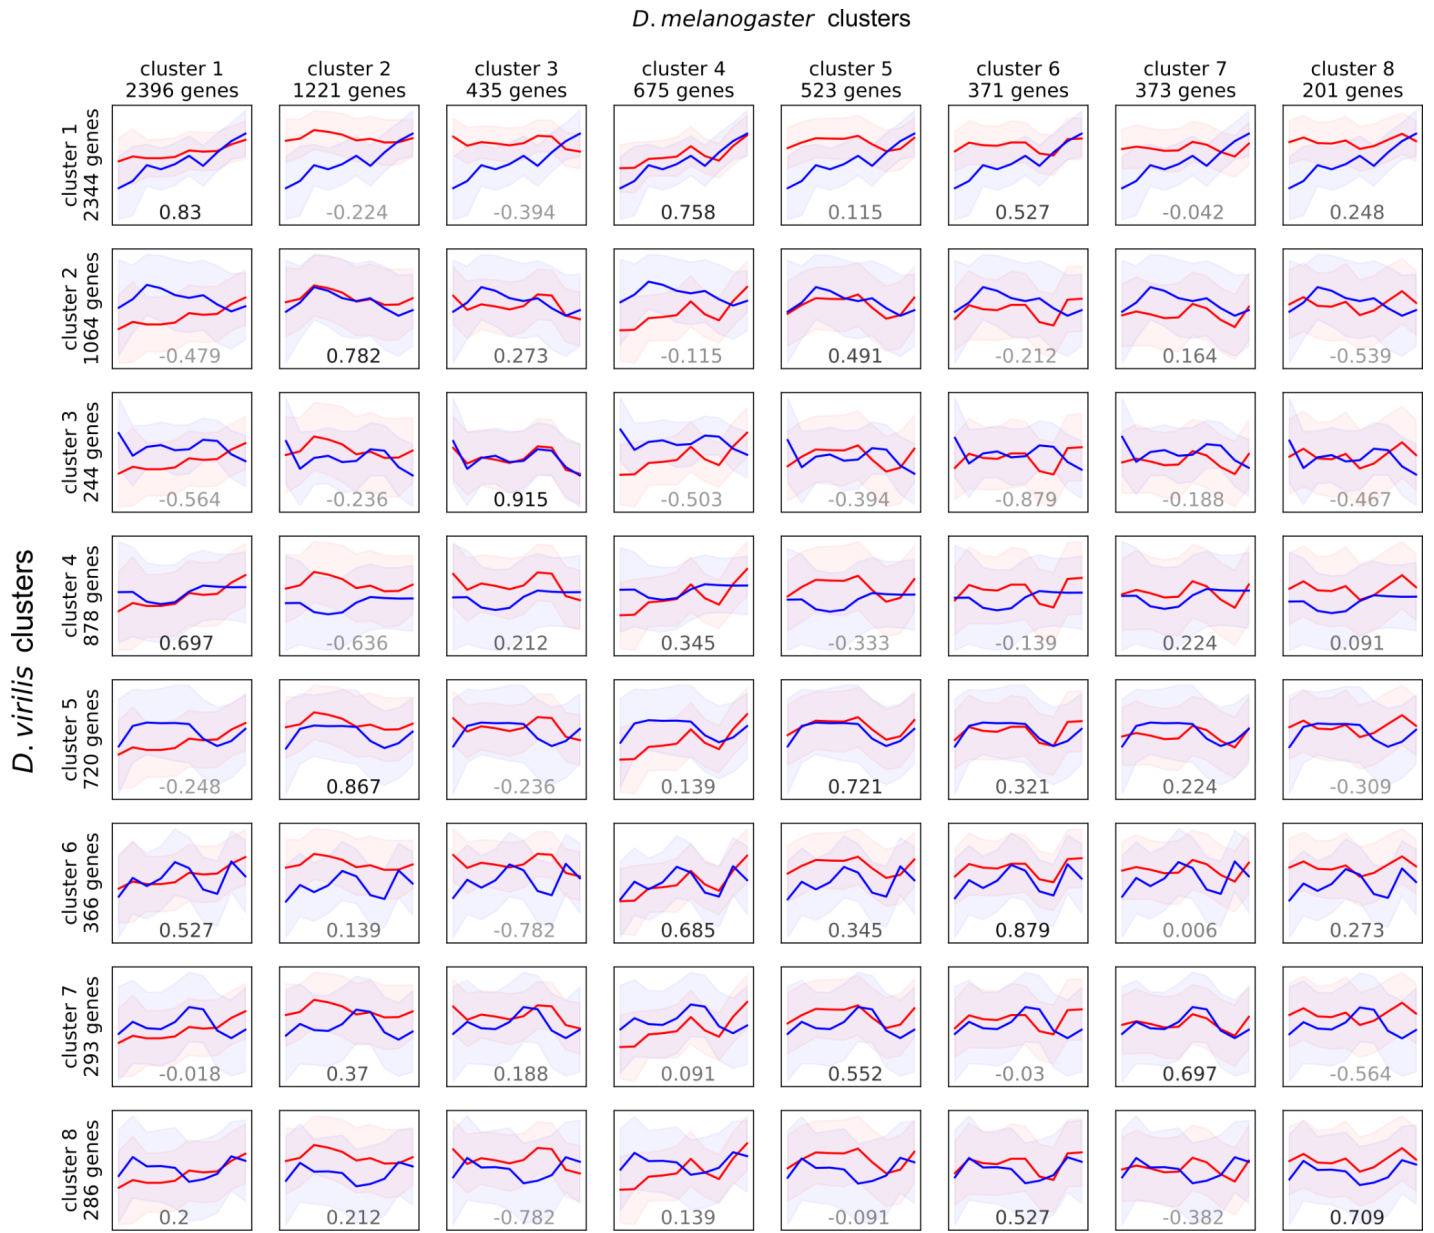

**Supplementary Fig 7.** Similarity of clusters between species. Each plot represents median profiles with the standard deviation displayed as a partially transparent area around the main curves. The median profiles are shown in red for *D. melanogaster* and blue for *D. virilis*. The number displayed on each plot represents the Spearman correlation coefficient between the corresponding median profiles. The x-axis represents *D. melanogaster* clusters, while the y-axis represents *D. virilis* clusters.

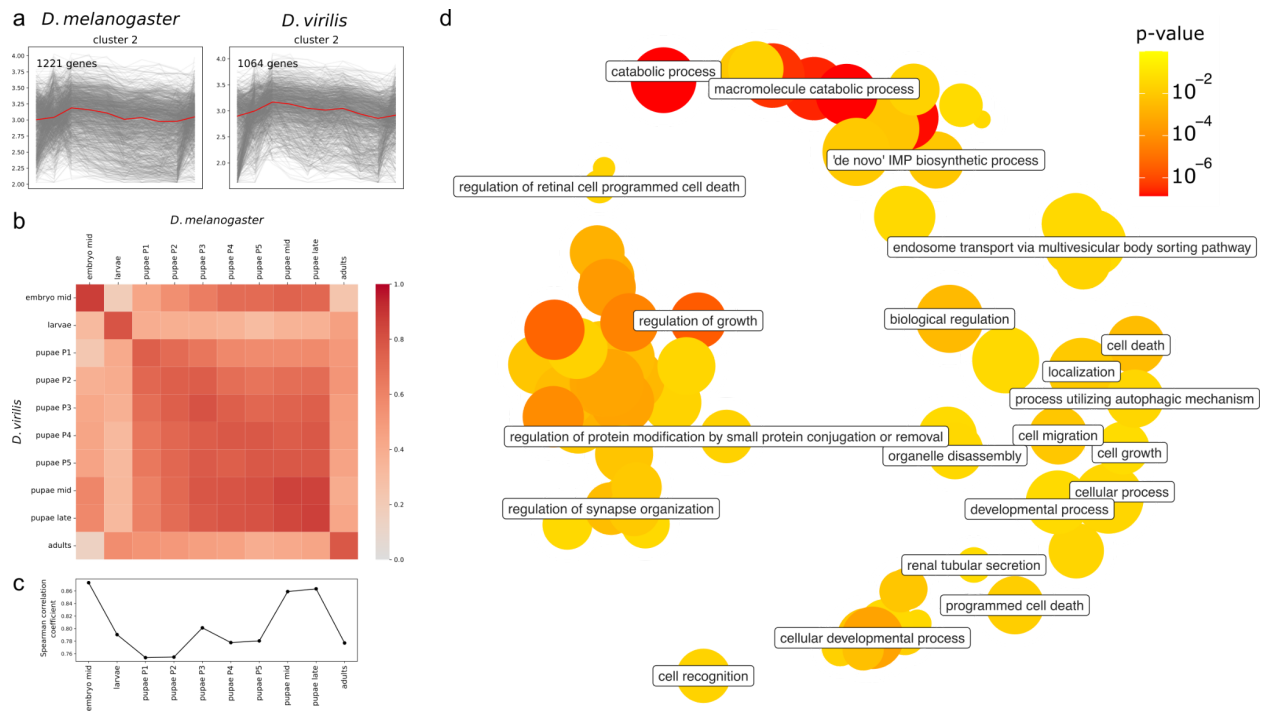

**Supplementary Fig 8.** Analysis of clusters 2 of *D. melanogaster* and *D. virilis*, containing 519 intersecting genes. **(a)** Dynamics of genes comprising the selected clusters for *D. melanogaster* (left) and *D. virilis* (right), the median curve is shown in red. **(b)** A pairwise correlation heatmap comparing the expression profiles of all stages of development. **(c)** Change in the Spearman correlation coefficient for the main diagonal of the heatmap, specifically comparing the corresponding stages in each species. **(d)** Gene ontology (GO) terms enriched in the common gene set, shown in the semantic space, where terms that are close semantically are also close in the plot. The size of each bubble represents the number of annotations for GO Term ID; the color, FDR-corrected enrichment *p*-value. Adapted from the Revigo tool, see the *Materials and Methods* section for details.

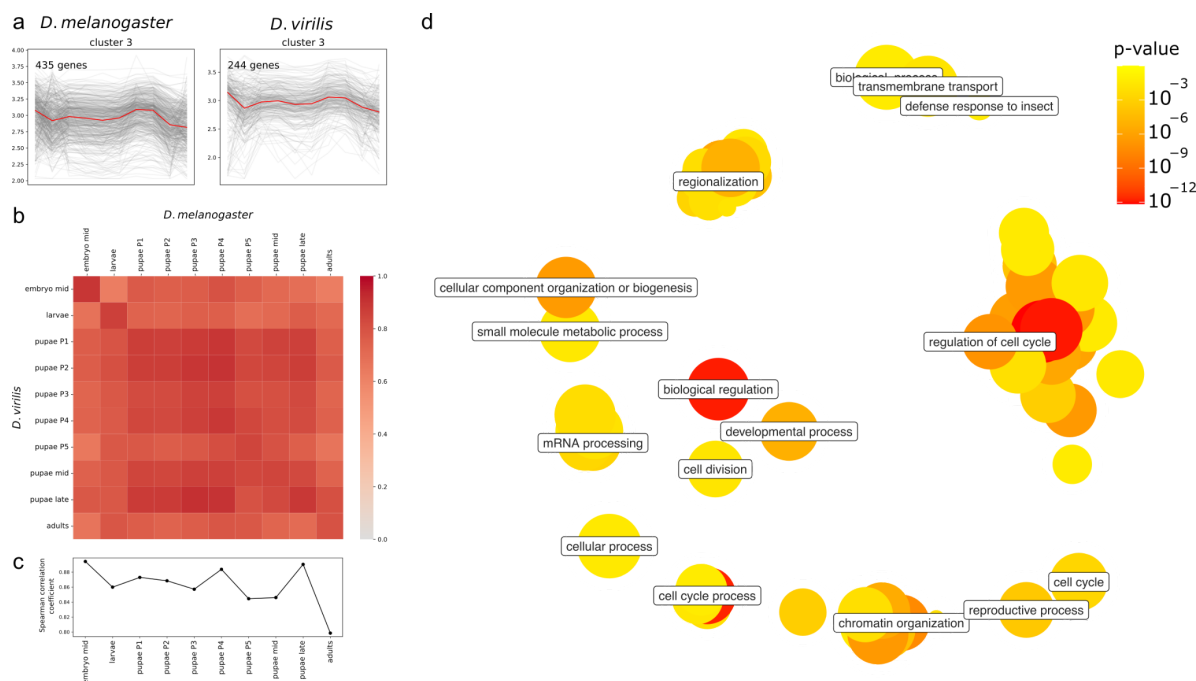

**Supplementary Fig 9.** Analysis of clusters 3 of *D. melanogaster* and *D. virilis*, containing 112 intersecting genes. Notation as in Supplementary Fig. 6.

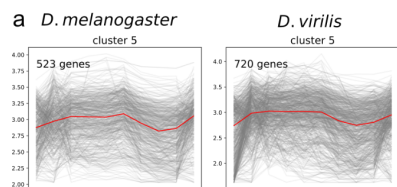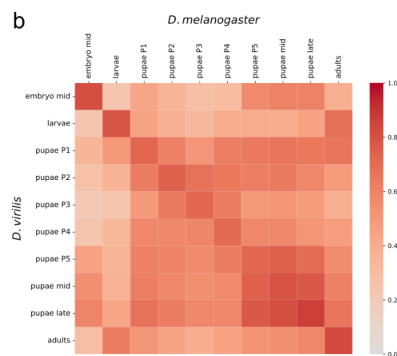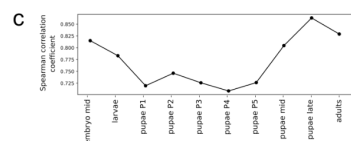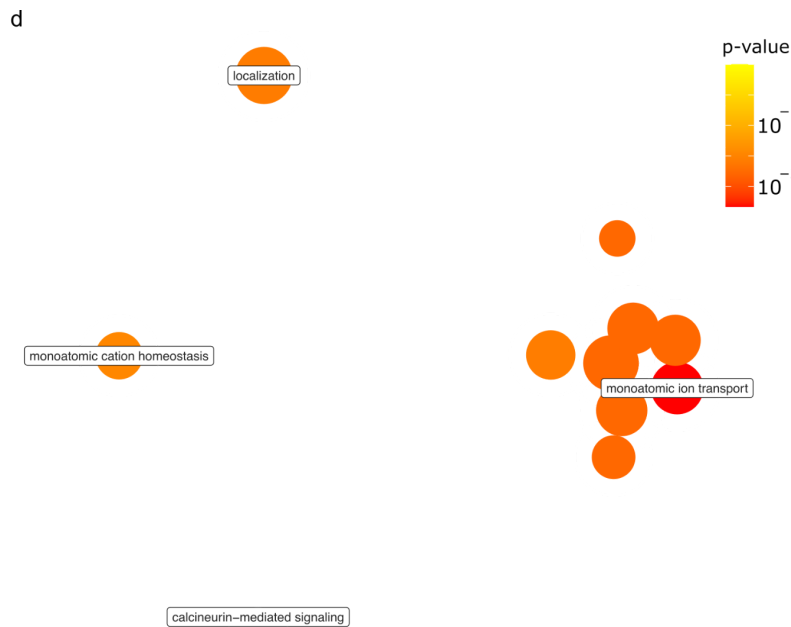

**Supplementary Fig 10.**  
Analysis of clusters 5 of *D. melanogaster* and *D. virilis*, containing 161 intersecting genes. Notation as in Supplementary Fig. 6.

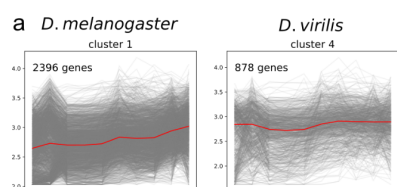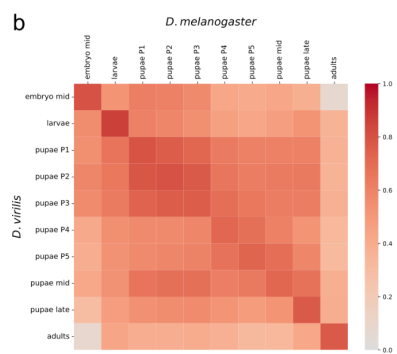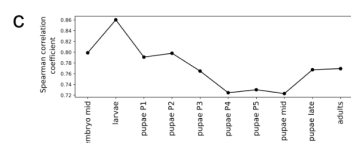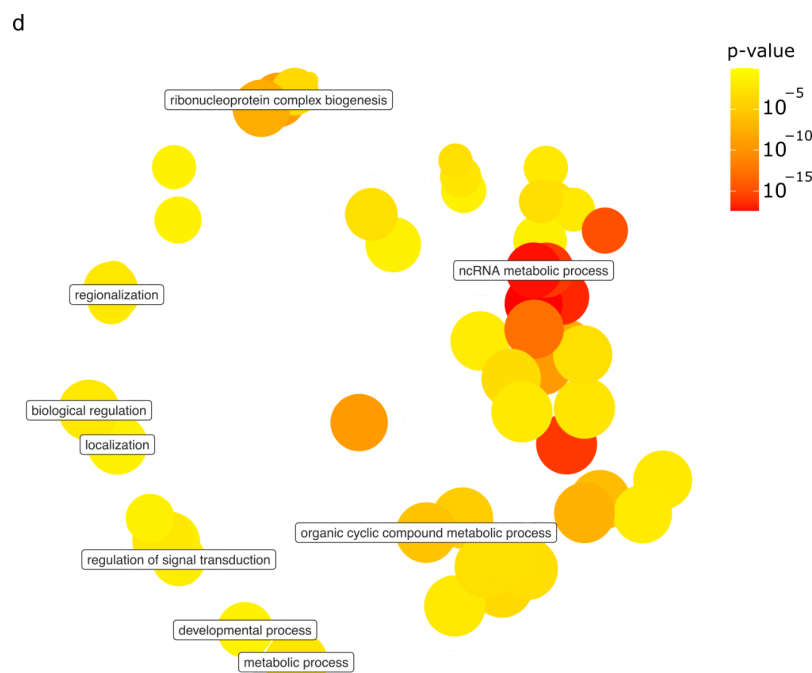

**Supplementary Fig 11.**  
Analysis of clusters of cluster 1 of *D. melanogaster* and cluster 4 of *D. virilis*, containing 495 intersecting genes. Notation as in Supplementary Fig. 6.

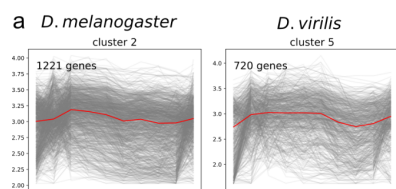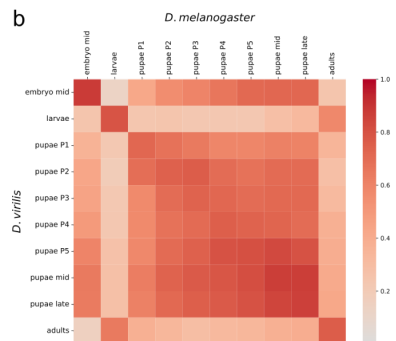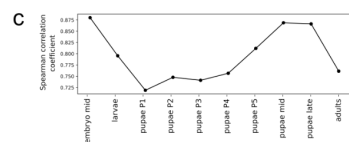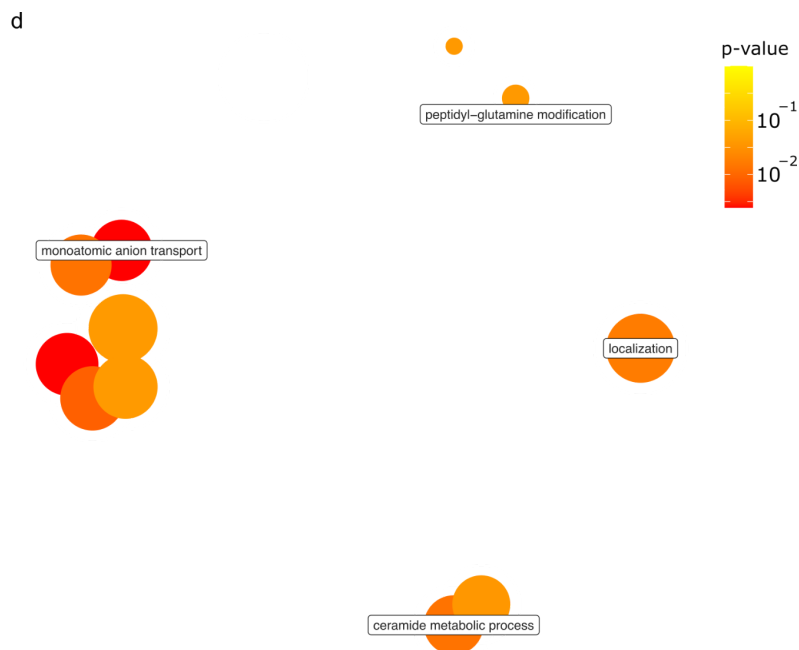

**Supplementary Fig 12.**  
Analysis of clusters of cluster 2 of *D. melanogaster* and cluster 5 of *D. virilis*, containing 255 intersecting genes. Notation as in Supplementary Fig. 6.

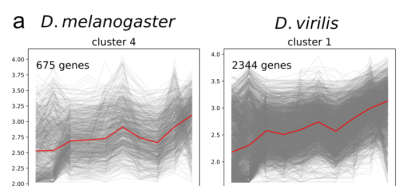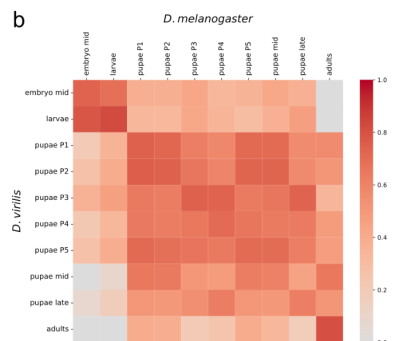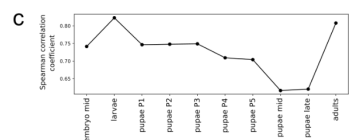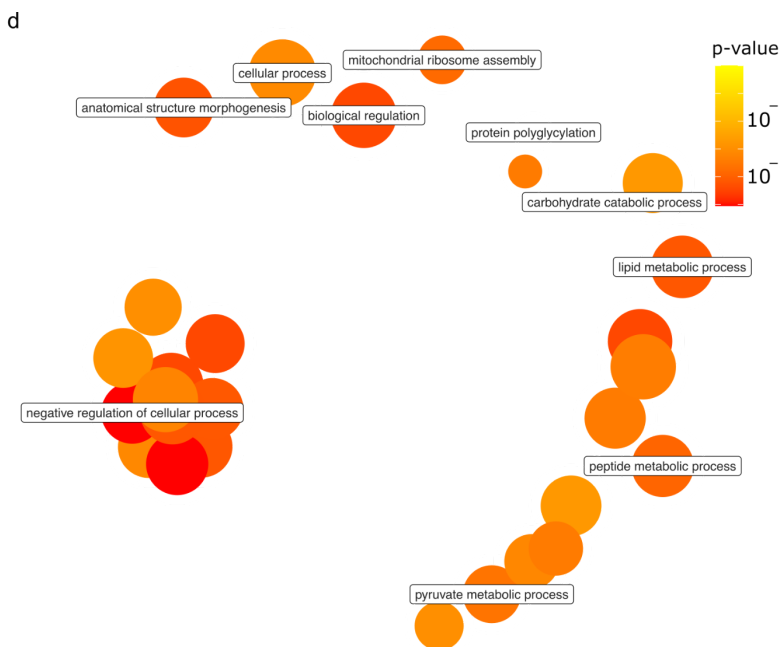

**Supplementary Fig 13.**  
Analysis of clusters of cluster 4 of *D. melanogaster* and cluster 1 of *D. virilis*, containing 443 intersecting genes. Notation as in Supplementary Fig. 6.

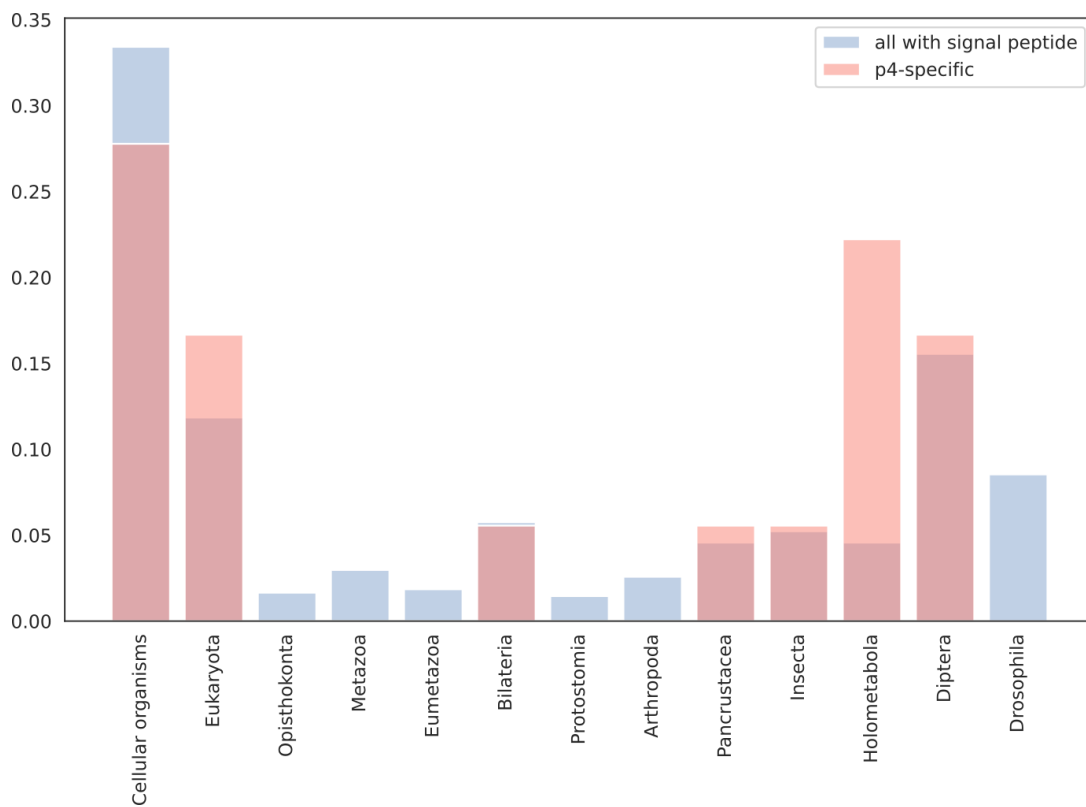

**Supplementary Fig. 14.** The fraction of genes assigned to phylostrata (along the x-axis). The y-axis represents the proportion of genes within each phylostratum. The distribution of all genes is shown in blue, while the distribution of genes encoding proteins with signal peptides is shown in red.

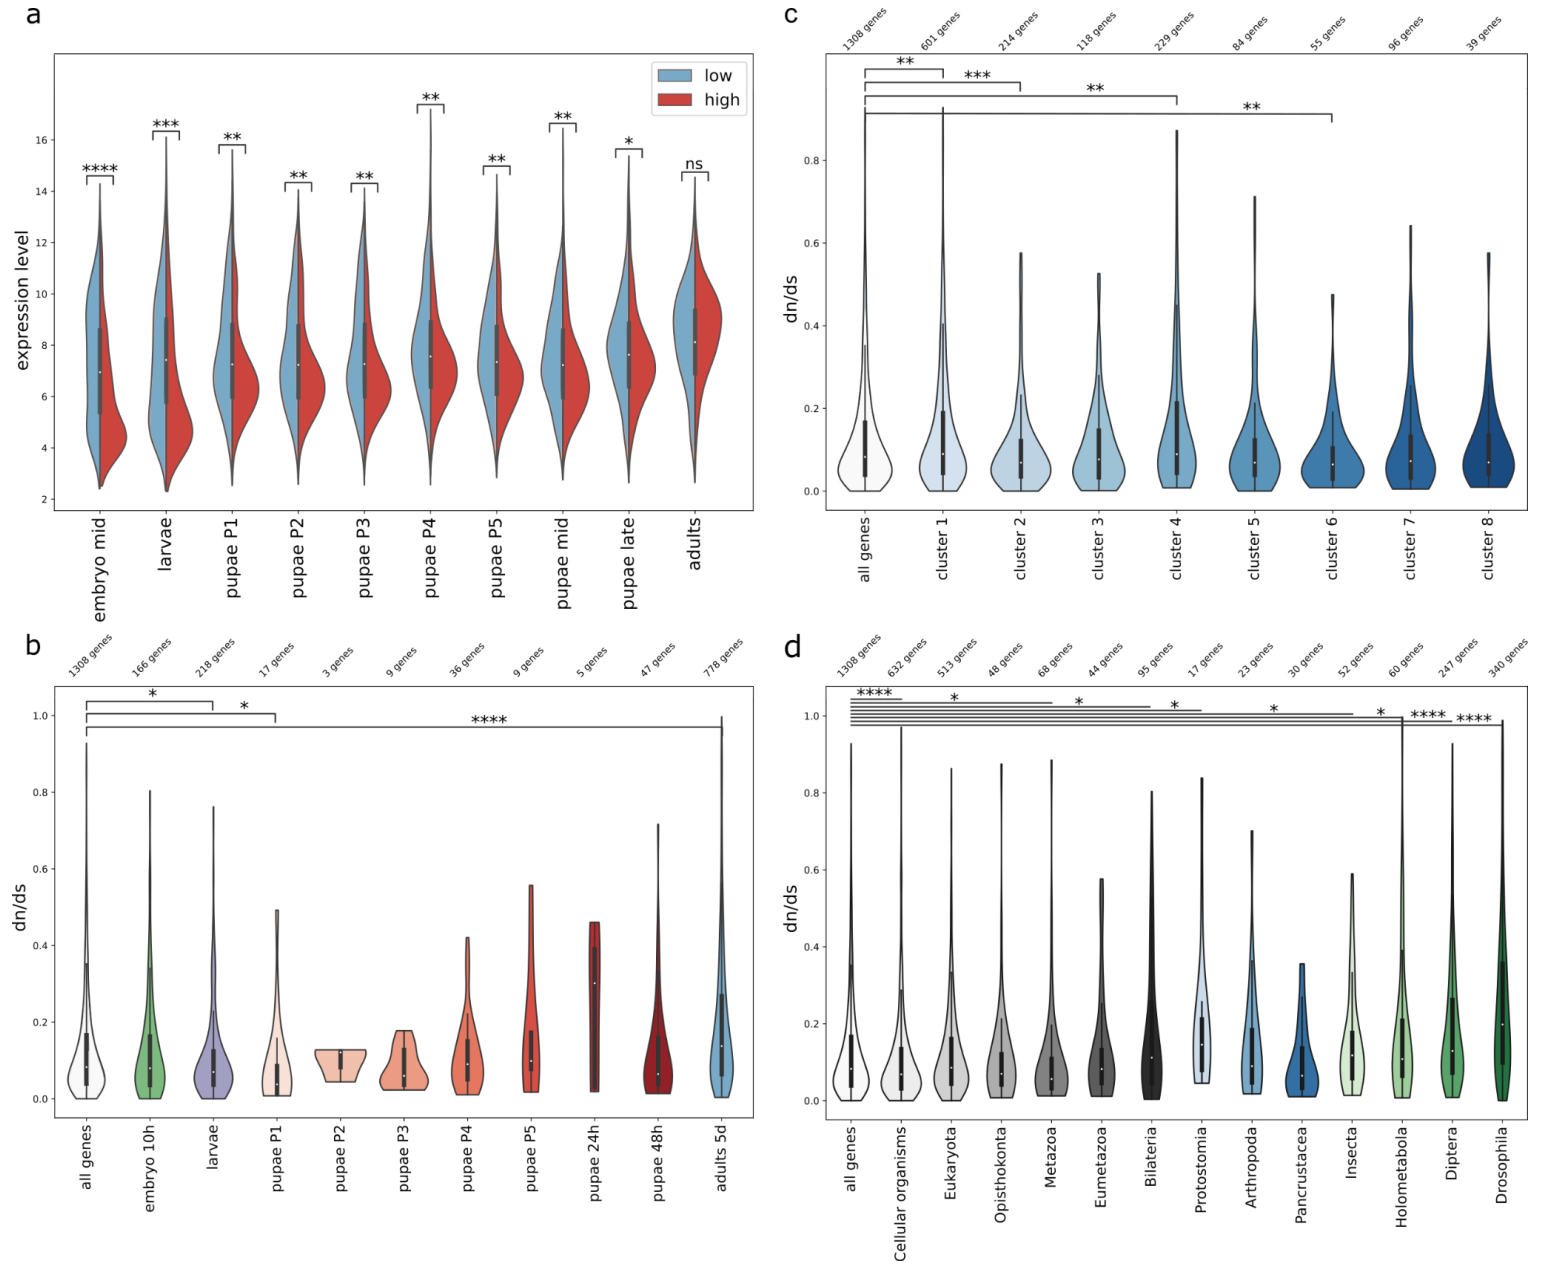

**Supplementary Fig. 15.** Distribution of the  $dN/dS$  ratio. **(a)** Comparison of the expression level between genes with the lowest and highest 10%  $dN/dS$  ratio at each stage of the development. **(b)** Distribution of the  $dN/dS$  ratio for genes up-regulated at the corresponding stage. **(c)** Distribution of the  $dN/dS$  ratio for genes comprising identified clusters (see Figure 3). **(d)** Distribution of the  $dN/dS$  ratio for genes from different phylostrata. Statistical significance was assessed using the one-sided Wilcoxon-Mann-Whitney test, and p-values were corrected for multiple testing using the Benjamini-Hochberg false discovery rate procedure (implemented in the `multipletests` function from the `statsmodels` Python package). Significant differences are indicated with asterisks: \* ( $p_{adj} < 0.05$ ), \*\* ( $p_{adj} < 0.01$ ), \*\*\* ( $p_{adj} < 0.001$ ), and \*\*\*\* ( $p_{adj} < 0.0001$ ).

# Supplementary material for: Temporal Dynamics of Gene Expression During Metamorphosis in Two Distant Drosophila Species
**Source:** Genome Biol Evol. 2025 May 27;17(6):evaf100. doi: 10.1093/gbe/evaf100
**Supplement:** evaf100_Supplementary_Data

## ST1. Embryo-specific enriched GO terms

## ST1. Embryo-specific enriched GO terms

## ST1. Embryo-specific enriched GO terms

## ST1. Embryo-specific enriched GO terms

## ST1. Embryo-specific enriched GO terms

## ST1. Embryo-specific enriched GO terms

## ST2. Larvae-specific enriched GO terms

## ST2. Larvae-specific enriched GO terms

How the deposited data were processed for this re-analysis (not part of the article)

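The dataset holds RNA of whole animals at 10 stages of *D. melanogaster* and *D. virilis*, with 3 libraries per stage and species. The authors filtered the reads with fastp, pseudomapped them with Kallisto to the transcriptomes of the BDGP6.46 and DvirRS2 assemblies, summed the transcript estimates per gene and applied the variance stabilizing transformation of DESeq2 to the counts. The deposited values are therefore on a log2 scale, made by the authors for each species on its own, and the replicates are not pooled. They are close to the log2 of the normalized count only for highly expressed genes, so that differences between low values are compressed. Coordinates come from the BDGP6.54 annotation, whereas the authors mapped to BDGP6.46. They were used only to place genes and to list overlapping ones.

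Inverting the transformation gave whole numbers, within a small tolerance, for 100% of the low counts checked in every library. Zeros and higher counts were not part of this check. All counts were rounded, and their total was taken as the depth, with the smallest step taken as 1 count. The totals were 7350353 to 13434700 in *D. melanogaster* and 2108242 to 11339330 in *D. virilis*. In checks on simulated data, the inversion recovered 100% of the counts, clustering placed 100% of 400 profiles, and limma called 81.5% and 79% of 200 changed genes with 4.68% and 2.47% false calls.

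The libraries used were 29 of *D. melanogaster* and 28 of *D. virilis*, taken as those the paper used downstream. The methods differ on the *D. melanogaster* larvae. They report that the 2nd instar was not used because of suboptimal quality, and also that all larval samples were averaged as replicates. The 2nd instar was left out here, and all 30 libraries were an alternative. The paper's text does not number the *D. virilis* replicates left out at P3 and P4, and replicate 3 was taken from the correlations printed in supplementary fig. S2. The paper differs on this exclusion too. Its results leave these replicates out downstream and refer to supplementary fig. S4 for the full dataset. The legend of that figure instead describes the analysis without them. The exclusion stated in the results was followed here. Replicate correlations and distances between replicates used all 30 libraries of a species. Genes were filtered to the shares the paper gives (95% of *D. melanogaster* genes and 93% of *D. virilis* genes by expression, 69% in all). Correlations between stages, principal components and clusters used the filtered genes, and the linear models used all genes whose values varied.

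Similarity to the embryo was compared between groups of libraries by two-sided exact permutation tests of the difference in means. The embryo profile was the mean of the 3 embryo libraries. Stages were compared in 1 limma model per species (lmFit, contrast of a stage with the mean of the other 9 stage means, eBayes with trend, Benjamini-Hochberg adjusted p under 0.05). The fit used the deposited values, a choice made before it was known that counts could be recovered, and no count-based test was run. Gene lists were tested with camera (preset correlation 0.01), and with fry and an estimated correlation as alternatives. The STD was computed per gene between the replicates of a stage, with 1000 random draws of 50% of the genes. Clustering used average linkage for 8 clusters, since the paper's text does not name the linkage.

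The lists were the 4 pluripotency factors (4 matched), genes of isoprenoid synthesis (13 of 14 matched), cuticle proteins (129 matched), ribosomal proteins (88 matched), ecdysone response genes (11 matched), larval serum and fat body genes that mark the instar (5 matched), yolk proteins of adult females (3 matched) and roX genes (0 of 2 matched, so that this list gave no result). The isoprenoid list first matched 7 genes; locus tags of the same genes were added after that result had been seen, which made the P3 result stronger. In camera (n = 88 genes) the ribosomal list was lower at P3 with p = 0.239 and at P4 with p = 9.08e-04. The P4 call was lost with fry (n = 88 genes, p = 0.160) and with an estimated correlation (n = 88 genes, p = 0.564).

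Genes were named by a rule set in advance. It covers the genes the paper names, the 2 genes with the largest contrast among the P3-specific and among the P4-specific genes, and, of each tested list, the members with the largest and the lowest contrast. For *D. virilis*, whose identifiers are not paired with names, 1 gene per stage was printed. The alternatives covered the choice of libraries, genes, scale, correlation, linkage, fit, normalization, gene-set test and each replicate left out in turn. Averaging replicates on the count scale and testing the 7 isoprenoid genes first matched were added after values had been seen. No table of orthologs, GO annotation, phylostrata or substitution rates was at hand, so that the comparison of expression between species, GO terms, gene age and selection were not analysed here.

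Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.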

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

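The tests of low depth, of RNA from adults and of a batch of replicate 3 in the 3 *D. virilis* libraries described here were chosen only after the result was seen, whereas the test of another stage was chosen before it.

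In 2 libraries, taken as those that the paper's results leave out downstream, many genes lay far above the other replicates. Replicate 3 of the *D. virilis* P3 stage had 967 genes at least 2 log2 units above the mean of the other 2 replicates, and replicate 3 of P4 had 849. A library that was used, replicate 3 of late pupae, had 634. The median over the 28 *D. virilis* libraries used was 16 genes. Such numbers were not confined to *D. virilis*, since the 3rd instar larvae of *D. melanogaster* had 980 genes above the 1st and 2nd instar, followed by the 1st instar with 232, at a median of 2 genes over 29 libraries. Of the genes apart in the 3 *D. virilis* libraries, 614 were shared between P3 and P4, 189 between P3 and late pupae, 300 between P4 and late pupae and 168 by all 3. The deviations from the stage means had a Pearson correlation coefficient of 0.827 between P3 and P4, 0.659 between P3 and late pupae and 0.689 between P4 and late pupae.

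The tables argue against some technical explanations of the 3 *D. virilis* libraries. The lowest of their totals was 0.772 times the median of the species, so that low depth alone is unlikely. None of the 3 (0 of 3) had its highest mean correlation with another stage, which argues against libraries taken at another stage. The genes apart were highest in the imago for 82.9% of those at P3, 65.8% at P4 and 22.9% in late pupae, against 29.5% of all genes. The imago libraries were of males. If RNA of whole adult males had been mixed in, genes high in the imago would show one share. The apparent share had quartiles of 0.73% and 12.6% at P3 (median 8.81%, 1532 genes) and of 0.0759% and 15.9% at P4 (median 10.7%). The highest of the 3 ratios of the lower to the upper quartile was 0.0583, which argues against a mixture with whole adult males. In late pupae the apparent share had a median of 0% and quartiles of −0.165% and 0.274% over 416 genes. There, 12.1% of the genes apart were at least 2 log2 units higher in the imago than in the other replicates. Both values argue against RNA of adult males, whole or in part, in that library. The limits for genes in that test were set after an exploration with another definition, which led to the same reading. A batch tied to replicate 3 stays open. Deviations of the replicate 3 libraries of the other 7 *D. virilis* stages had a median correlation of −0.0117 with each other (21 pairs), but those of the 3 libraries had a median of 0.186 with them, above 0.1 in 15 of 21 pairs, and the samples carry no batch labels. At P3 and P4, RNA of a part of adult animals stays open too. Adult females were not sequenced, so that RNA of adult females could not be tested in any of the 3 libraries. A higher share of males among the animals of a replicate was not tested. The design gives no biological difference between replicates, so that no biological explanation was tested.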

How the results depend on the processing

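The main settings and the alternatives were chosen before the data were examined, except the averaging of replicates on the count scale and the list of 7 isoprenoid genes, which were chosen after values had been seen. Of 654 values of 83 results under the alternatives, 527 were kept, 96 moved, 10 lost and 14 gained a call, and 7 reversed. Among the alternatives set in advance (634 values) the numbers were 510, 94, 10, 14 and 6. Tested values were kept if they held their direction and side of the threshold. Numbers of genes were kept within 1.5 times the main value. Other values were kept if they moved by less than the spread between replicates, which for *D. melanogaster* larvae includes the difference between instars. Sign changes in comparisons that left 1 larval library had no test and are not among the values counted as reversed. They include pupae minus larvae for Myc without replicate 1 (0.21) and for nub without replicate 3 (−0.088). The pupal minus larval similarity of *D. melanogaster* without replicate 1 (0.0836) is another. For values without a test the spread was taken over 3 replicate numbers after the outcome under a narrower definition (2 numbers) had been seen, by which 73 rather than 42 of 156 values moved. Of 15 single genes covered by the naming rule, 8 kept their result under all alternatives run. Of the 120 values of all 15 genes, 2 moved and 7 lost a call, the latter in the fit against pooled libraries. The 15 genes include LOC6635124 and LOC6629311 of *D. virilis*, whose values are not printed here. The comparison between species was not run. Where a replicate left out leaves 1 library in a group, no test was made. Unless stated, the cause was not tested.

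With all 30 libraries, the median STD of *D. virilis* was 0.429 at P3 and 0.402 at P4, and the ratio to the other pupal stages was 1.55. Pupae minus larvae became −0.94 for Myc and 0.36 for Sox21a, both now past the threshold.

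With all genes listed, the coefficient of embryo and imago was 0.383 (*D. melanogaster*) and 0.284 (*D. virilis*), that of late pupae and imago 0.628 and 0.702, and that of embryo and larvae 0.703 in *D. virilis*. Adjacent minus distant pupal stages gave 0.0629 and 0.0991. In *D. melanogaster* 5 and in *D. virilis* 3 pupal stages were more similar to the embryo than the larvae were, and 4 *D. virilis* stages were closer to the embryo than to the larvae. The pupal minus larval difference of *D. melanogaster* reversed to 0.00838, and its P4 difference (−0.0363) passed the threshold.

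With the 30% of genes of highest variance, embryo and imago gave −0.0837 (*D. melanogaster*) and −0.116 (*D. virilis*), late pupae and imago 0.226 and 0.389, embryo and larvae 0.530 in *D. virilis*, and adjacent minus distant 0.162 and 0.233. In *D. melanogaster* 6 stages were closer to the embryo than to the larvae, and in *D. virilis* 0 exceeded the larvae. The pupal minus larval difference of −0.250 (*D. melanogaster*) and −0.162 (*D. virilis*) passed the threshold. The first component of *D. virilis* held 41.8%.

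Filtering genes for expression and variance gave 0.822 for the lowest replicate pair of *D. virilis*. It left fewer genes to test, with 788 stage-specific genes in the embryo, 731 in larvae, 79 at P3, 109 at P4 and 1589 in any pupal stage of *D. melanogaster*, and 785, 565, 135 and, in the imago, 807 for embryo, larvae, P3 and imago of *D. virilis*. The isoprenoid list at P4 reversed (camera, n = 11 genes left of 13, p = 0.746).

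With the log2 of the deposited values, the first component held 35.3% (*D. melanogaster*) and 44.8% (*D. virilis*), the second 18.3% in *D. virilis*, and the median STD of *D. melanogaster* was 0.0387 at P3 and 0.0469 at P4, by construction of the scale. With genes scaled, the components held 34.6% and 25.4% (*D. melanogaster*) and 36.2%, 21.1% and 18.8% (*D. virilis*). With individual libraries, the second held 21.5% and 18.8%. Averaging on the count scale, chosen after the main setting gave 0 of 7, put 5 *D. melanogaster* stages above the larvae, and the second component held 28.4%. With Pearson coefficients, pupal minus larval reversed to 0.0348 in *D. melanogaster* and the P4 difference of −0.0508 passed the threshold. The STD divided by its expected median was 0.281 at P4 of *D. melanogaster*. The largest cluster held 1878 and 2710 genes under complete linkage, which gave only 7 clusters in *D. melanogaster*, and 2499 and 1692 under Ward linkage.

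With fry, the isoprenoid list at P4 (n = 13 genes) had p = 0.00028, the lowest of a range up to 0.852 over the alternatives. With the 7 genes first matched, chosen after values had been seen, it reversed, with a camera p-value of 0.153.

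The fit against pooled libraries gave 63 genes at P3, 329 at P4, 4068 in the imago and 1141 in any pupal stage of *D. melanogaster*, and 1860 in larvae, 79 at P3, 3585 in the imago and 1114 in any pupal stage of *D. virilis*. The differences in luna from larvae (0.74) and in Sox21a from the imago (0.61) lost their calls. Of the P3-specific genes of *D. melanogaster*, 19 of 63 were also called in the main setting.

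Quantile normalization gave 142 genes at P4 of *D. melanogaster*, and 2571 in the embryo and 1755 in larvae of *D. virilis*. It moved the median of all genes from −0.20 to 0.20 for pupae minus imago (37.3% and 59.1% of genes higher) and from 0.07 to −0.13 for pupae minus embryo (56.1% and 43.8%). The share higher also moved by over 10 points at P2 (38.2% to 49.4%), P4 (51.5% to 37.4%) and in mid pupae (37.6% to 55.5%), embryo (39.2% to 54.9%) and imago (60.7% to 39.3%) of *D. melanogaster*, and at P2 (37.0% to 47.1%) and in embryo (34.7% to 56.1%), late pupae (56.4% to 38.5%) and imago (59.4% to 38.2%) of *D. virilis*. Myc minus larvae (−0.91) and nub minus imago (0.89) passed the threshold, as did P1 to P3 minus later pupae for Myc (0.62), luna (0.52) and nub (0.34). Sox21a minus larvae (−0.26) and Myc minus imago (0.64) reversed.

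A minimum of 1 log2 unit gave 349 genes at P4 of *D. virilis*. When no other stage was allowed to be higher, *D. melanogaster* had 661 genes in larvae, 47 at P3, 114 at P4, 1498 in the imago and 673 in any pupal stage, and *D. virilis* 477, 79, 49, 540 and 707, by construction of the criterion.

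With each replicate left out in turn, *D. melanogaster* gave 0.579 to 0.765 for embryo and larvae, 0 to 7 pupal stages above the larvae, −0.110 to 0.0836 for pupal minus larval libraries, 30.5% to 33.3%, 27.5% to 28.6% and 13.1% to 14.0% for the 3 components, a median STD of 0.109 to 0.196 at P3 and 0.152 to 0.233 at P4, and a ratio of 1.12 to 1.36. The larval values follow the instar left, the 3rd without replicate 1 and the 1st without replicate 3. *D. virilis* gave 0.620 to 0.645 for embryo and larvae, 5 to 6 stages closer to the embryo than to the larvae and 2 to 3 above the larvae. Pupae minus larvae ranged from −1.72 to 0.21 for Myc and from 0.26 to 1.22 for luna, whose call was lost without replicate 2 (0.74), nub minus imago from −0.046 (without replicate 2) to 0.15, and P1 to P3 minus later pupae from 0.17 to 0.66 for Myc and from 0.28 to 0.48 for luna, both with calls gained without replicate 3.

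The replicate block changed 0 of 51 values. For luna, pupae minus larvae, limma's p adjusted over the list alone was 0.0544 with the block and 0.0403 without it. Adjusted over all genes it was 0.0218 with the block. Replicate numbers were not taken to pair libraries of different stages, since on average deviations of libraries with the same number had a mean correlation of −0.00206 in *D. melanogaster* and 0.0675 in *D. virilis* over 135 pairs each, against 0.00107 and −0.0309 for other numbers. The highest same-number correlation in *D. virilis* was 0.827, and 44.4% of its pairs lay above 0.1. The correlations of replicate 3 of P3, P4 and late pupae are among these exceptions.

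In the main setting of *D. virilis*, with 2 libraries at P4, the smallest p of the exact permutation test is 0.0952. No P4 difference passes 0.05 in that setting, whatever its size. The limit does not hold for every alternative. Over the alternatives the P4 difference of *D. virilis* lay between −0.0925 and −0.0607. The p of the same permutation test lay between 0.0714 and 0.222, and none was under 0.05.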

Differences from the paper's values

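The paper reports 900 genes for embryogenesis and the pupal stages, a statement that can be read as a number for each or as genes shared by them. Read as a number for the embryo, 900 stands against 1495 in *D. melanogaster* and 1569 in *D. virilis* here. Of the alternatives set before the data were examined, the filtered genes (788), a minimum of 1 log2 unit (1297), no other stage higher (1118) and the fit without replicate 1 (1331) came within 1.5 times the paper's number in *D. melanogaster*, and the filtered genes (785) and no other stage higher (1048) in *D. virilis*. The other alternatives did not. Read as a number for genes specific to any pupal stage, the paper's 900 stands against 2521 in *D. melanogaster* and 3759 in *D. virilis*. The fit against pooled libraries (1141 and 1114) and no other stage higher (673 and 707) came within 1.5 times it, and the other alternatives did not.

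For mapped reads per library the paper gives 1 M (mega), whereas the median total count recovered was 9.13 M in *D. melanogaster* and 8.64 M in *D. virilis*. No alternative applies.

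Supplementary fig. S5a shows a coefficient of embryo and larvae of about 0.58 in *D. virilis*, read by eye, against 0.639 here, and of embryo and imago of about 0.005, read by eye, against 0.0930. None of the alternatives set before the data were examined closed these gaps (0.530 to 0.703 for embryo and larvae). In the same figure, S5a, about 5 *D. melanogaster* pupal stages, read by eye, are more similar to the embryo than the larvae are, against 0 here. With all genes listed the number was 5 and without replicate 1 it was 7, which is within 1.5 times the paper's number. The other alternatives set before the data were examined did not close the gap, and averaging on the count scale, chosen after seeing the values, gave 5.

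The largest cluster holds about 2400 genes in *D. melanogaster* in Fig. 3 and about 2300 in *D. virilis* in Fig. 3, both read by eye, against 4389 and 4361 here. Under complete linkage it held 1878 and 2710 genes, and under Ward linkage 2499 and 1692, all within 1.5 times the paper's numbers. All 30 libraries did not close the gap (4195 and 3760). The paper clustered genes with orthologs, whereas all filtered genes were clustered here.

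The paper ranks larvae and imago as the stages with the most stage-specific genes. Here the order in *D. melanogaster* was imago (2384), embryo (1495), late pupae (1260) and larvae (1114), and in *D. virilis* late pupae (2634), embryo (1569), imago (1295) and larvae (1083). Imago (2859) and larvae (1300) ranked highest in *D. melanogaster* with a minimum of 1 log2 unit, and in no alternative of *D. virilis*. The paper states that the embryo is more similar to pupae than to larvae. The mean difference of pupal and larval libraries was −0.0152 in *D. melanogaster* and −0.0564 in *D. virilis*; it was above 0 in *D. melanogaster* with all genes listed (0.00838), with Pearson coefficients (0.0348) and without replicate 1 (0.0836), and in no alternative of *D. virilis*.

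The paper places its increase of the STD at P3 and P4. In *D. virilis* the ratio of P3 and P4 to the other pupal stages was 0.487, and 1.55 with all 30 libraries. The pluripotency factors are described as increased in pupae. Here luna was higher in pupae than in larvae (0.74) and imago (0.83), and Sox21a was higher than in the imago (0.61). Each had limma's adjusted p under 0.05. Myc was lower in pupae than in larvae (−0.76) and imago (−0.25), and nub differed by 0.12 and 0.06. Sox21a differed from larvae by 0.11. None of these differences of Myc and nub, nor that of Sox21a from larvae, passed the threshold. The Sox21a difference from larvae is a mean over pupal stages of opposite direction. P1 to P3 lay above the larvae, and P4 and late pupae below them. Early pupae alone were not tested against larvae. With quantile normalization Myc (0.64) and nub (0.89) were higher than in the imago. With all 30 libraries Sox21a was higher than in larvae (0.36), and without replicate 1 Myc was (0.21), in a comparison with 1 larval library.

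The paper separates the 4 main stages by the first component in the order of ontogeny and sets larvae and imago apart by the second. In *D. melanogaster* the larvae (16.3) lay above the mean of the pupae (−18.0) on the first component, and the imago (−4.18) lay beside the pupae on the second. The order of the first held with the log2 of the deposited values, all 30 libraries, scaled genes and without replicate 3, and the separation on the second with the log2 of the deposited values and without replicate 3. The paper names 1 outlying replicate at P3 and P4 of *D. virilis*. By the mean correlation, replicate 3 of late pupae was the lowest *D. virilis* library (0.874). By the distance on the first component (18.2) it ranked 12 among the *D. virilis* libraries.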

Other observations

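The tests of the instars, of the larval depth and of the share of P4 RNA in mid pupae were chosen only after the result was seen, and the shuffles of any pupal stage after the other shuffles had been seen.

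The 5 genes of larval serum proteins and the fat body rose in order of instar in the *D. melanogaster* larval libraries (5 of 5). Their values at the 1st, 2nd and 3rd instar were 4.09, 10.21 and 17.71 for Lsp1alpha, 4.09, 13.54 and 18.88 for Lsp1beta, 4.09, 13.16 and 18.55 for Lsp1gamma, 4.09, 6.59 and 19.84 for Lsp2, and 4.87, 5.41 and 16.79 for Fbp1. A difference in instar is therefore a candidate explanation of the low correlation between the larval libraries. The 3rd instar library had the highest total but the lowest size factor of the *D. melanogaster* libraries (0.335), so that a gene of a given level had fewer counts in it. Replicate pairs of the other 9 stages were therefore thinned to the size factors of the 1st and 3rd instar libraries. Their lowest coefficient was then 0.948 (27 pairs), against 0.846 for the larval pair, which argues against low depth. Each instar had 1 library.

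In replicate 1 of *D. melanogaster* mid pupae, Edg78E was 13.28 against 6.82 and 7.02 in the other replicates, Edg84A 11.39 against 4.40 and 5.06, and Lcp65Ad, noticed later, 13.46 against 6.54 and 6.97. Over the 213 P4-specific genes other than Edg78E and Edg84A the median difference was 0.0958, with quartiles of −0.126 and 0.520, which by itself excludes no small share of P4 animals. The values of the 3 genes would need a share of P4 RNA of 10.4%, 12.5% and 7.02%. Over 201 other genes at least 4 log2 units higher at P4, the apparent share had a median of 1.57% and quartiles of 0.214% and 3.66% (ratio 0.0586). A share of that size is therefore not seen in most of these genes, which argues against P4 animals as the whole explanation. Animals of P5 or younger mid pupae were not tested.

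The lower similarity of *D. melanogaster* P4 to the embryo was tested for a share of cuticle genes. Without the listed cuticle genes the difference was 105.5% of that with them, so that these genes are unlikely to cause it. Leaving out larva-specific genes gave a pupal minus larval difference of −0.0377 in *D. melanogaster* and −0.0711 in *D. virilis*. Pupae were not more similar to the embryo than larvae in the first place, and this test therefore says nothing.

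Libraries were shuffled over the stages 100 times, the real order included, and orders with a result at least as large were counted. For stage-specific genes there were 1 in the embryo, 5 at P3, 6 at P4, 1 in the imago and 3 in any pupal stage of *D. melanogaster*, and 1 in the embryo, 1 in larvae, 2 in the imago and 1 in any pupal stage of *D. virilis*. For gene lists there were 24 for cuticle at P3, 9 for cuticle at P4, 3 for isoprenoid at P3 and 76 for isoprenoid at P4. For pupae against imago there were 47 for Myc, 1 for luna, 79 for nub and 1 for Sox21a, and against the embryo 1 for each of the 4 genes. For P1 to P3 against later pupae there were 9 for Myc, 4 for luna, 14 for nub and 1 for Sox21a. Of these 25 results, 16 were reached by under 5 of the 100 orders, and 9, which include the *D. melanogaster* genes specific to P3 and P4 and the cuticle list at both stages, by 5 or more. Shuffled groups hold libraries of several stages and carry the differences between them. A high number therefore does not show that a result arose by chance.

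The highest stage mean of ecdysone response genes in *D. melanogaster* was at P2 for Eip75B (11.06) and Hr3 (10.86), at P4 for EcR (9.38), br (11.96), ftz-f1 (11.67), Eip93F (9.59), Edg78E (16.52) and Edg84A (14.36), and in late pupae for Eip74EF (10.74), Eip78C (12.51) and Hr4 (12.03). The yolk protein genes were highest in the imago for Yp1 (5.66), at P1 for Yp2 (5.16) and in larvae for Yp3 (7.29, with 9.33 in the 3rd instar).

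Clusters with their highest value at P4 held 431 genes in *D. melanogaster* (mean z score 0.945) and 1227 in *D. virilis* (0.677).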
